# DNA methylation dictates histone modifications in developing male germ cells in the mouse

**DOI:** 10.1093/nar/gkaf1240

**Published:** 2025-11-20

**Authors:** Hirotaka Sugimoto, Masaki Kawase, Kenji Ichiyanagi

## Abstract

In the male germline of mammals, retrotransposon expression is restricted by DNA methylation, trimethylation of histone H3 at lysine 9 (H3K9me3), and PIWI-interacting small RNAs (piRNAs). To elucidate their relative importance in regulating retrotransposons during germ cell development and the relationships between these mechanisms, we performed mRNA sequencing, DNA methylation, and histone methylation analyses using mouse spermatogonia from *Dnmt3l* and *Pld6* mutants deficient in *de novo* DNA methylation and piRNA production, respectively. The results revealed that loss of DNA methylation resulted in decreased H3K9me3 in young L1 subfamilies and increased H3K4me3 in many retrotransposons, suggesting a pivotal role of DNA methylation in maintaining epigenomic integrity in spermatogonia and later stages of spermatogenesis. The transcriptional up-regulation of retrotransposons by a loss of DNA methylation was more evident during meiosis (spermatocytes) than before meiosis (spermatogonia). These results are aligned with a global reduction of H3K9me3 at retrotransposons in spermatocytes. The piRNA system also regulated H3K9me3 and H3K4me3 at retrotransposons in spermatogonia, probably through the regulation of DNA methylation, since the loss of DNA methylation resulted in decreased H3K9me3 and increased H3K4me3 at the same retrotransposon loci even in the presence of piRNAs.

## Introduction

Retrotransposons, including long interspersed elements (LINEs), short interspersed elements (SINEs), and long terminal repeat (LTR) elements, are a group of transposable elements, which constitute 30–50% of the genome in mammals [1]. These retrotransposons can insert the sequences of their original copies into other genomic sites; therefore, their expression is tightly regulated by epigenetic mechanisms, including DNA methylation, trimethylation of histone H3 at lysine 9 (H3K9me3), and PIWI-interacting small RNAs (piRNAs). In male mouse germ cells, DNA methylation is erased genome-wide in primordial germ cells (PGCs) by embryonic day 13.5 (E13.5), and massive *de novo* methylation occurs in prospermatogonia from E14.5 to birth (postnatal day 0, P0) [2]. During this period, piRNAs are actively produced and enriched with sequences derived from evolutionarily young retrotransposons, whereas piRNAs produced in later developmental stages are enriched with unique sequences [3]. Prospermatogonial piRNAs bind to the PIWIL4 (also called MIWI2) protein to target the LINE promoter region for *de novo* DNA methylation and H3K9me3 [4, 5]. Moreover, piRNAs facilitate the cleavage of retrotransposon RNAs via a post-transcriptional silencing mechanism [6, 7]. DNA methylation [8] and H3K9me3 [9, 10] play important roles in transcriptional silencing of retrotransposons in male germ cells. However, the importance of DNA methylation is not evident in prospermatogonia but is evident in meiotic spermatocytes [7].

The roles of piRNAs in DNA methylation and H3K9me3 have been extensively studied; however, the interactions between DNA methylation and H3K9me3 are still unclear. H3K4me2/3 has been reported to regulate *de novo* DNA methylation in prospermatogonia [11, 12], while it remains unknown whether DNA methylation affects H3K4me2/3.

To address the above questions and elucidate the developmental changes in the importance of individual regulatory mechanisms, we studied retrotransposon expression in postnatal day 7 (P7) spermatogonia, which are between the prospermatogonial and spermatocyte stages, in the wild type as well as *Dnmt3l* knockout (KO) and *Pld6* KO mutants deficient for *de novo* DNA methylation and piRNA biogenesis, respectively. We also analyzed H3K9me3 and H3K4me3 at retrotransposons in these cells, which revealed that the loss of DNA methylation resulted in a decrease in H3K9me3 at young LINE copies and an increase in H3K4me3 at many retrotransposons.

## Materials and methods

### Mice

The generation of *Pld6* KO and *Dnmt3l* KO mice has been described previously [13, 14]. The mutant lines were backcrossed to C57BL/6J for >12 generations. Animal experiments were conducted in accordance with the Japanese Act on Welfare and Management of Animals, Guidelines for Proper Conduct of Animal Experiments (published by the Science Council of Japan), Fundamental Guidelines for Proper Conduct of Animal Experiments and Related Activities in Academic Research Institutions (published by the Ministry of Education, Culture, Sports, Science, and Technology, Japan), and the Regulation for Animal Experiments at Nagoya University. All the protocols were approved by the Animal Experiments Committee of Nagoya University.

### Purification of germ cells

To purify spermatogonia at P7, the testicular cells were labeled with an antibody (sc-53532, Santa Cruz Biotechnology) against EpCAM (CD326), a surface marker of undifferentiated spermatogonia [15], and Alexa Fluor 488-labeled anti-rat IgG antibody (ab150165, Abcam), as described previously [16]. The EpCAM-positive cells were sorted using an SH800 cell sorter (Sony, Tokyo, Japan) (Supplementary Fig. S1A). DNA methylation analysis for the *Lit1* imprinting differentially methylated region confirmed high purity (∼97%) of germ cells (Supplementary Fig. S1B).

To purify the leptotene and zygotene (L/Z) stages of spermatocytes, the testicular cells at P21 were stained with Hoechst 33 342, and L/Z spermatocytes were collected by fluorescence-activated cell sorting (FACS) using SH800 based on blue and red fluorescence as described previously [7] (Supplementary Fig. S1C). Immunofluorescent analysis using anti-Sycp3 and anti-γH2A.X antibodies confirmed that the majority of the sorted cells were spermatocytes of L or Z stage (Supplementary Fig. S1D).

### mRNA-seq library preparation and analysis

RNA was extracted using Isogen (Toyobo) and a DirectoZol RNA prep kit (ZymoResearch) from the spermatogonia of three, two, and three mice for wild-type, heterozygous, and homozygous KO of *Dnmt3l*, respectively, and those of three, three, and five mice for wild-type, heterozygous, and homozygous KO of *Pld6*, respectively. The mRNA libraries were produced using the NEBNext Ultra II Directional mRNA Library Prep Kit for Illumina (New England Biolabs). Sequences were obtained on a HiSeq2500 (Illumina) using a 50 bp single-end mode (Macrogen, Japan). The expression level of each mouse-specific retrotransposon subfamily was analyzed by mapping the reads onto the respective consensus sequences using hisat2 [17] as described previously [7].

### Whole-genome bisulfite sequencing and analysis (BS-seq)

Genomic DNA was prepared from wild-type and *Pld6* KO spermatogonia at P7 by phenol–chloroform extraction, fragmented by sonication on a Bioruptor (BMBio), and treated with bisulfite, as described previously [16]. The sequencing library was constructed using the ACCEL-NGS methyl-seq library kit (Swift Biosciences) and sequenced on a HiSeq Ten X (Illumina) using the 150 bp paired-end mode (Macrogen, Japan), yielding 120 and 200 million reads, which correspond to ∼7× and 11× coverage of the genome, respectively.

The obtained sequences were trimmed for adaptors and low-quality sequences using Trim_Galore! (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and the first 10 base pairs were removed. The trimmed reads were mapped onto the mouse genome (mm10) using Bismark [18]. The methylation calls at CpG sites were used to calculate the DNA methylation levels of individual retrotransposon loci using repeatmasker annotation downloaded from the UCSC table browser as well as L1 5′ regions identified in this study. Loci that had a total of ≥10 methylation calls were used for downstream analysis.

### Chromatin immunoprecipitation and sequencing and analysis (ChIP-seq)

Native chromatin was prepared as described previously [19] from spermatogonia at P7 (∼150 000 cells from three individuals for each genotype) and L/Z spermatocytes at P21 (∼200 000 cells from two individuals for each genotype). ChIP was performed against anti-H3K9me3 antibody (MABI0308, Monoclonal Research Institute) or anti-H3K4me3 antibody (07-473, Merck) for 2 h at 4°C using Dynabeads M280 sheep anti-mouse or rabbit IgG (ThermoFisher Scientific). Sequence libraries were prepared using the NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolab) and sequenced on a HiSeq Ten X (Illumina) using the 150 bp paired-end mode (Macrogen, Japan). The reads were trimmed using Trim_Galore!, and mapped onto the mouse genome (mm10) using hisat2. Uniquely mapped reads were used to calculate ChIP enrichment of individual retrotransposon loci.

### Identification and annotation of 5′ regions of genomic L1 copies

Using repeatmasker (www.repeatmasker.org) and a custom library containing only 5′ regions of mouse L1 subfamilies, L1 5′ regions were identified in the mm10 genome. The identified regions arranged consecutively were merged and re-annotated (Supplementary Table S2). They were intersected with the normal repeatmasker annotation table (downloaded from the UCSC table browser) using bedtools2 to confirm that they were partial L1 sequences.

## Results and discussion

### Some retrotransposons were up-regulated in *Pld6* and *Dnmt3l* KO spermatogonia

We performed mRNA-seq on wild-type, *Dnmt3l* KO, and *Pld6* KO mutant spermatogonia purified by FACS using an antibody against EpCAM on P7. 

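The mRNA-seq data cover 19 libraries of EpCAM-positive spermatogonia from testes at postnatal day 7. EpCAM is the cell surface protein by which the cells were sorted. DNMT3L is needed for *de novo* DNA methylation in male germ cells, and PLD6 is needed to make piRNAs. The sample labels and the header of Supplementary Table S1 give 2 wild-type, 3 heterozygous and 3 KO mice for *Dnmt3l*, which were used here, while the methods text gives 3, 2 and 3. For *Pld6*, all sources give 3 wild-type, 3 heterozygous and 5 KO mice. Each line has its own wild-type mice. The authors sequenced poly(A) libraries in single-end reads of 50 bp, mapped the reads onto the consensus sequences of mouse retrotransposons with hisat2 and deposited mapped reads normalized to the mapped total (RPM) for 259 subfamilies in each library. The text does not name the reads counted in that total, and the mapping could assign a read from similar subfamilies to any of their consensus sequences. The summed RPM of all subfamilies ranged from 2167 to 2730 in *Pld6* wild-type libraries with a median of 2501, and from 7178 to 8426 in *Pld6* KO libraries with a median of 7787. It was 4114 and 3382 in the *Dnmt3l* wild-type libraries, and ranged from 12659 to 14603 in *Dnmt3l* KO libraries with a median of 12779. The read depth of the libraries is unknown, because between 64.0% and 92.2% of a library's low values fell on multiples of one step, too few to recover whole reads. For the comparisons, log2(RPM + 1) was fitted with limma in all 19 libraries together, so that the 6 groups shared one estimate of the spread, over the 114 subfamilies with an RPM of at least 1 in at least 2 libraries. A log2 fold change on this scale understates the change of subfamilies with low RPM. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold. Dividing each library by its median ratio to the geometric mean library, over the 33 subfamilies with an RPM of at least 5 in every library, gave factors from 1.09 to 1.44 in KO libraries and from 0.657 to 0.950 in the others. This rescaling lowered the median log2 fold change of the tested subfamilies from 0.26 to -0.14 in *Pld6* KO and from 0.50 to -0.02 in *Dnmt3l* KO. No heterozygous group differed from its wild type in any tested subfamily at the threshold, with 5 subfamilies at an unadjusted p under 0.05 for *Pld6* and 0 for *Dnmt3l*. These counts rest on single libraries and on the fit. For *Pld6* the unadjusted count was 35 without heterozygous replicate 2, 2 without heterozygous replicate 1 and 0 without wild-type replicate 2. For *Dnmt3l* it was 10 in a fit of the groups compared alone, where 1 subfamily passed the threshold, and 10 with all subfamilies tested. The transcripts of *Pld6* and *Dnmt3l* themselves were not analysed here, since the values used cover retrotransposons.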

Their overall gene expression profiles (Supplementary Fig. S2A) and marker gene expression (Supplementary Fig. S2B, C) were comparable with previously reported transcriptomes of spermatogonia. Although the EpCam-positive cells expressed *Kit*, a maker for differentiated spermatogonia, their transcriptomes showed the highest similarity to those of undifferentiated spermatogonia (OCT4-positive and ID4-high/low). There were up-regulated (186 and 59 in *Dnmt3l* and *Pld6 KO*, respectively; ≧4-fold, q < 0.05) and down-regulated (66 and 4 in *Dnmt3l* and *Pld6 KO*, respectively; ≧4-fold, q < 0.05) genes in the mutants, with no enrichment of Gene Ontology related to spermatogenesis (Supplementary Fig. S3). Moreover, the expression of spermatogonium-marker genes was largely unaffected (Supplementary Fig. S3E), indicating a comparable cell population between the wild-type and mutant samples.

In mice, L1 is a major LINE family, which is divided into subfamilies based on promoter sequences. In Repbase [20] and Dfam [21], their consensus sequences are divided into the 5′ region [containing a promoter and open reading frame 1 (ORF1)], ORF2, and the 3′ region. Mouse LTR elements include intracisternal A particles (IAPs), MMERVK10C, and MMERGLN, and the consensus sequences of the LTR region (containing a promoter) and internal region (encoding *gag, pol*, and *env* proteins) have been deposited separately. For example, the internal region of MMERVK10C is MMERVK10C-int, whereas its LTR region is RLTR10C. Here, we used these separated consensus sequences to calculate the subfamily-level expression. To this end, sequencing reads were mapped to the respective consensus sequences of mouse retrotransposons (see the Materials and methods).

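L1Md_A_5end was at 388 ± 131 RPM (SD, n = 5 mice) in *Pld6* KO spermatogonia and at 10.9 ± 2.60 RPM (SD, n = 3 mice) in wild-type spermatogonia of the same line. The fold change of the group means, (RPM + 1 in KO)/(RPM + 1 in wild type), was 32.5, and the single KO libraries had fold changes between 14.8 and 42.1 against the wild-type mean. The lowest KO library, replicate 4, was at 176 RPM, and the other 4 were between 362 and 502 RPM. The log2 fold change was 4.96 (standard error 0.36, adjusted p = 8.7e-10 from limma). Every KO library was above every wild-type library (two-sided exact permutation test, p = 0.0357, the smallest p that 5 mice against 3 allow). With each KO or wild-type library of the line left out in turn, the log2 fold change stayed between 4.76 and 5.22. The setting that moved it most was the use of heterozygous libraries as controls, which gave 5.87, and the rescaling by median ratios gave 4.46. Among the heterozygous libraries, replicate 1 had 2.21 RPM, against 11.7 and 4.97 RPM in the others.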

In the *Pld6* KO spermatogonia (Fig. 1A; Supplementary Table S1), L1Md_A_5end [the promoter, 5′ untranslated region (UTR), and ORF1 of L1Md_A] was up-regulated 40-fold. Other regions of L1, such as L1_Mm_orf2 and L1Md_A_3end, were also up-regulated 12-fold. 

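L1_Mm_orf2 was at 2331 ± 451 RPM (SD, n = 5) in *Pld6* KO and at 186 ± 23.7 RPM (SD, n = 3) in wild-type spermatogonia, a fold change of 12.4, with single KO libraries between 8.4 and 14.5. Its log2 fold change was 3.62 (standard error 0.22, adjusted p = 1.0e-10 from limma). L1Md_A_3end was at 380 ± 26.2 RPM in KO and 31.7 ± 3.80 RPM in wild type (SD, n = 5 and 3), a fold change of 11.6, and the KO libraries lay closer together, between 10.9 and 13.0. For L1Md_A_3end the log2 fold change was 3.54 (standard error 0.13, adjusted p = 7.6e-14 from limma). Summed over the 19 L1 subfamilies, the RPM was 3755 ± 650 in KO and 524 ± 78.4 in wild type (SD, n = 5 and 3). The log2 difference of these sums was 2.83, with every KO library above every wild-type library (two-sided exact permutation test, p = 0.0357), and it was 2.31 after rescaling by median ratios.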

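For L1Md_Gf_5end, *Pld6* KO spermatogonia had 83.2 ± 23.8 RPM (SD, n = 5) and wild-type spermatogonia 12.2 ± 3.24 RPM (SD, n = 3). The fold change of the means was 6.4, and the single KO libraries ranged from 3.49 to 7.87. A log2 fold change of 2.65 (standard error 0.31, adjusted p = 5.0e-07 from limma) stayed between 2.45 and 2.85 with each of these libraries left out in turn.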

L1Md_Gf_5end was up-regulated 7-fold. However, the degree of up-regulation of these L1 subfamilies was lower than that observed in *Pld6* KO spermatocytes (23- to 108-fold) (Fig. 1B). Evolutionarily young LTR retrotransposons, such as members of the IAP and MMERGLN families, were up-regulated up to 25- and 37-fold, respectively, in *Pld6* KO spermatogonia. It should be noted that in *Pld6* KO mutants, IAPEz-int and IAPLTR1_Mm (together constituting a full-length young IAP element) were up-regulated more in spermatogonia than in spermatocytes (Fig. 1B), suggesting that the piRNA system works more efficiently in spermatogonia than in spermatocytes. It is formally possible that transcription factors necessary for IAPEz expression are present at a lower level in spermatocytes than in spermatogonia. However, the similar levels of transcriptional activation in spermatogonia and spermatocytes in the *Dnmt3l* mutants (see below) argues against this. In contrast to IAPEz, MMERGLN expression was up-regulated to similar levels in *Pld6* KO spermatogonia and spermatocytes. This up-regulation may largely occur at the transcriptional level because MMERGLN elements exhibit loss of DNA methylation due to the *Pld6* KO mutation [7]. 

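Among the IAP subfamilies, IAPA_MM had the largest fold change in *Pld6* KO spermatogonia, 25.6, from 2.15 ± 1.11 RPM (SD, n = 3) in wild type to 79.9 ± 32.5 RPM (SD, n = 5) in KO. Its log2 fold change was 4.62 (standard error 0.36, adjusted p = 2.2e-09 from limma). The RPM that IAPA_MM gained was 6.88% of the RPM that IAPEz-int gained in *Pld6* KO and 7.17% of it in *Dnmt3l* KO, so shared reads between these similar sequences cannot be told from separate transcripts. MMERGLN-int rose from 5.57 ± 1.53 RPM (SD, n = 3) to 221 ± 56.0 RPM (SD, n = 5), a fold change of 33.8, with single KO libraries between 21.5 and 45.4. On the log2 scale MMERGLN-int rose by 5.07 (standard error 0.30, adjusted p = 6.9e-11 from limma). Its LTR, MMERGLN_LTR, was at 19.1 ± 2.12 RPM in KO and 1.63 ± 0.165 RPM in wild type (SD, n = 5 and 3), and its log2 fold change was 2.93 (standard error 0.20, adjusted p = 3.2e-10 from limma). Of the 20 IAP subfamilies tested, 15 were higher in KO at the threshold. The summed IAP RPM was 1677 ± 488 in KO and 198 ± 36.4 in wild type (SD, n = 5 and 3), a log2 difference of 3.03 (two-sided exact permutation test, p = 0.0357), and 2.51 after rescaling by median ratios.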

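In spermatogonia, IAPEz-int was at 1206 ± 434 RPM (SD, n = 5) in *Pld6* KO and at 75.9 ± 13.5 RPM (SD, n = 3) in wild type, a fold change of 15.7. The spread in KO came mostly from replicate 5, which was at 448 RPM, while the other 4 KO libraries were between 1272 and 1523 RPM. The log2 fold change was 3.87 (standard error 0.29, adjusted p = 2.1e-09 from limma) and 4.19 without replicate 5. IAPLTR1_Mm was at 60.4 ± 25.0 RPM in KO and 2.59 ± 0.333 RPM in wild type (SD, n = 5 and 3), a fold change of 17.1. Replicate 5 was again lowest, at 19.2 RPM. IAPLTR1_Mm had a log2 fold change of 3.95 (standard error 0.31, adjusted p = 3.2e-09 from limma). The difference between spermatogonia and spermatocytes was not tested, since spermatocyte libraries were not analysed here.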

MMERVK10C and its LTR, LTR10C, were also up-regulated 2- to 3-fold by the *Pld6* KO mutation.

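MMERVK10C was at 445 ± 123 RPM (SD, n = 5) in *Pld6* KO and at 140 ± 25.6 RPM (SD, n = 3) in wild-type spermatogonia. The fold change was 3.16, and single KO libraries ranged from 2.24 to 4.26. Its log2 fold change was 1.63 (standard error 0.22, adjusted p = 3.9e-06 from limma). The LTR, listed as RLTR10C, was at 18.8 ± 3.27 RPM in KO and 7.58 ± 0.380 RPM in wild type (SD, n = 5 and 3), a fold change of 2.31. Its log2 fold change was 1.19 (standard error 0.14, adjusted p = 8.3e-07 from limma). After rescaling by median ratios, the log2 fold changes were 1.11 and 0.71, both still past the threshold.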

**Figure 1.**
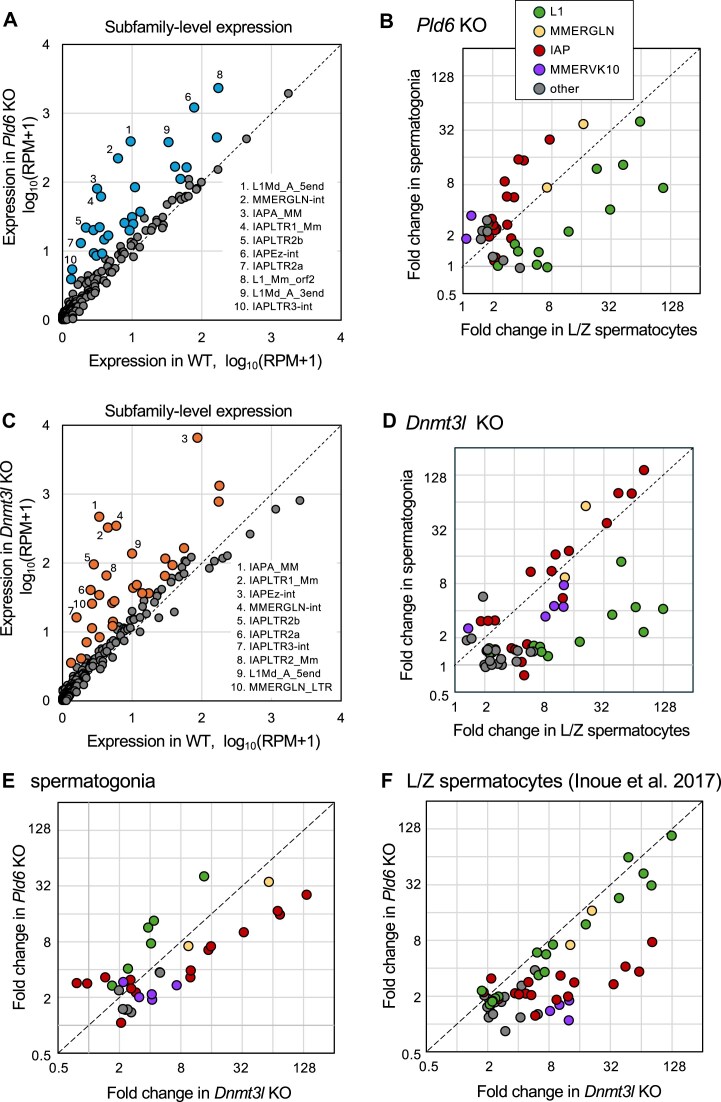
RNA expression of retrotransposons in the mutants. (**A**) Plot for retrotransposon expression in wild-type (WT) and *Pld6* KO spermatogonia at P7. The expression level is shown as reads per million mapped reads (RPM). Retrotransposons with > 2-fold up-regulation are highlighted in light blue. The top 10 up-regulated retrotransposons (RepBase repository) are indicated. (**B**) Fold changes in transcriptional increase in *Pld6* KO from the wild type are compared between spermatocytes at P21 and spermatogonia at P7. Fold changes were calculated as (RPM_mut_+ 1)/(RPM_wt_+ 1). Families of L1, MMERGLN, IAP, MMERVK10, and others are colored. Only retrotransposons with a > 2-fold increase by the mutation are shown. The data for spermatocytes were from Inoue *et al.* [7]. (**C**) Plot for retrotransposon expression in wild-type and *Dnmt3l* KO spermatogonia at P7. The expression level is shown as RPM. Retrotransposons with > 2-fold up-regulation are highlighted in orange. The top 10 up-regulated retrotransposons (RepBase repository) are indicated. (**D**) Fold changes in transcriptional increase in *Dnmt3l* KO from the wild type are compared between spermatocytes at P21 and spermatogonia at P7. The data for spermatocytes were from Inoue *et al.* [7]. (**E**) Fold changes in transcriptional increase in *Dnmt3l* KO and *Pld6* KO spermatogonia. (**F**) Fold changes in transcriptional increase in *Dnmt3l* KO and *Pld6* KO spermatocytes (data from [7]).

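In *Pld6* KO spermatogonia, 28 of the 259 subfamilies had a fold change of group means above 2, of which 15 belonged to IAP, 6 to L1, 3 to MMERVK10, 2 to MMERGLN and 2 to other families. None was below the inverse of that limit. In the limma comparison, 35 of the 114 tested subfamilies were higher in KO and 0 were lower at the threshold, and 44 had an unadjusted p under 0.05. After rescaling by median ratios, 29 were higher and 16 lower. With heterozygous libraries as controls, 52 were higher and 1 lower. This count rests on *Pld6* heterozygous replicate 1, which listed 159 subfamilies at 0. Without it, in a fit added after the data were seen, heterozygous controls gave 37 higher and 1 lower. In a simulated data set, 40 of 114 subfamilies were changed by 2 on the log2 scale, with values cut at 0. The comparison of KO with wild type called 20 of 20 raised and 19 of 20 lowered subfamilies, and 3 of 74 unchanged ones. Of the lowered ones, 13 had room to fall by 2, and all 13 were called. The simulated noise was independent, with the spread of the real fit, so deviations shared between libraries or subfamilies were not covered.

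**Figure D1:**
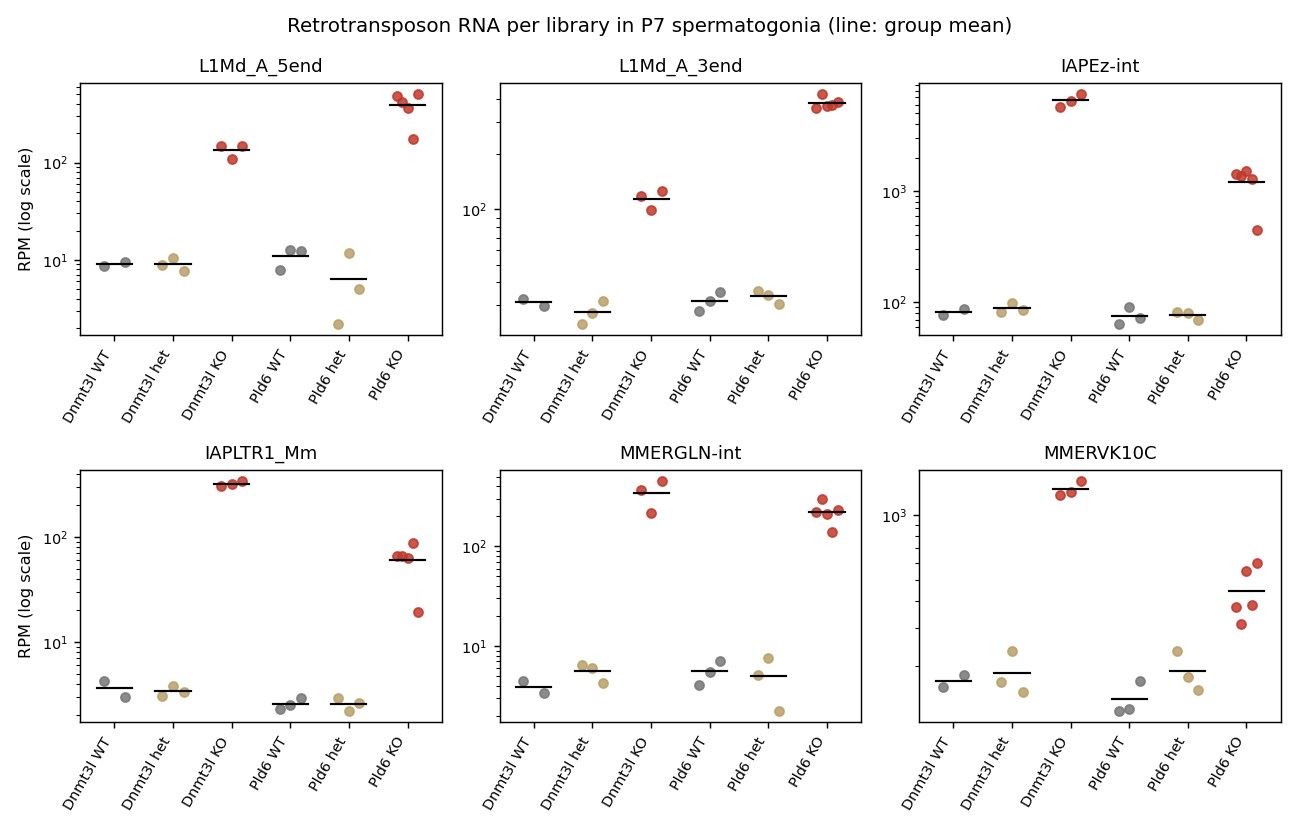
RPM of 6 subfamilies in each of the 19 libraries (log axis), with 1 point per mouse and a line at the group mean. KO libraries lie above all wild-type and heterozygous libraries in each panel, and replicate 5 of *Pld6* KO is the lowest KO library for IAPEz-int, at 448 RPM.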

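In *Dnmt3l* KO spermatogonia, 33 of the 259 subfamilies had a fold change of group means above 2. They were 13 of IAP, 5 of L1, 5 of MMERVK10, 2 of MMERGLN and 8 others, and 23 subfamilies passed this limit in both mutants. At the threshold of the limma comparison, 44 subfamilies were higher in KO and 2 were lower, and rescaling by median ratios gave 27 higher and 9 lower. A fit to the 2 wild-type and 3 KO libraries of the line alone gave 53 higher and 5 lower. Simulated changes of 2 on the log2 scale in 40 of 114 subfamilies were called for 20 of 20 raised and 18 of 20 lowered subfamilies, with 0 of 74 unchanged ones called. Of the lowered ones, 13 had room to fall by 2, of which 12 were called. The noise was simulated as for *Pld6* KO.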

In *Dnmt3l* KO spermatogonia (Fig. 1C; Supplementary Table S1), IAP and MMERGLN were highly up-regulated (60- to 140-fold for IAPA_Mm, IAPEz-int, IAPLTR1_Mm, and MMERGLN-int). 

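IAPA_MM was at 465 ± 47.9 RPM (SD, n = 3) in *Dnmt3l* KO and at 1.83 ± 0.417 RPM (SD, n = 2) in wild-type spermatogonia, a fold change of 165. Its log2 fold change was 7.37 (standard error 0.45, adjusted p = 9.3e-11 from limma). IAPEz-int was at 6547 ± 833 RPM in KO and 81.5 ± 7.12 RPM in wild type (SD, n = 3 and 2), a fold change of 79.4 and a log2 fold change of 6.31 (standard error 0.37). For IAPLTR1_Mm the values were 323 ± 16.1 and 3.64 ± 0.877 RPM (SD, n = 3 and 2), a fold change of 69.9 and a log2 fold change of 6.14 (standard error 0.39). MMERGLN-int was at 344 ± 118 RPM in KO and 3.92 ± 0.750 RPM in wild type (SD, n = 3 and 2), with a fold change of 70.2 and single KO libraries between 44.3 and 91.8. Its log2 fold change was 6.08 (standard error 0.37, adjusted p = 9.3e-11 from limma). All 3 KO libraries were above both wild-type libraries for each of these subfamilies, but 3 mice against 2 allow no exact p below 0.2. The fold change of IAPA_MM depends on the pseudocount, because its wild-type RPM is low, and was 242 with a pseudocount of 0.1.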

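The difference between the mutants in log2 fold change, *Dnmt3l* KO minus *Pld6* KO, was tested in the same limma fit with each mutant set against its own wild type. It was 2.75 for IAPA_MM (standard error 0.57, adjusted p = 0.00305 from limma), 2.44 for IAPEz-int (standard error 0.47, adjusted p = 0.00181) and 2.19 for IAPLTR1_Mm (standard error 0.50, adjusted p = 0.00538). Each stayed past the threshold under all 13 other settings and in the 12 fits that each left out 1 library and kept a test. Of these, the fit without *Pld6* heterozygous replicate 1 and the 2 settings with other controls that also leave it out were added after the data were seen. For IAPLTR2b the difference was 1.73 (standard error 0.52, adjusted p = 0.0369), which was past the threshold in 9 of the 13 other settings and 6 of those 12 fits. The MMERGLN-int difference of 1.01 (standard error 0.47, adjusted p = 0.174) did not pass the threshold and was 0.38 with heterozygous libraries as controls. MMERGLN_LTR differed by 0.29 (standard error 0.31, adjusted p = 0.646). In total, 9 subfamilies rose more in *Dnmt3l* KO and 5 rose more in *Pld6* KO at the threshold, against 5 and 7 after rescaling by median ratios. The first number was 4 without *Dnmt3l* KO replicate 3 and 15 without *Pld6* heterozygous replicate 1.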

The degree of up-regulation of these LTR elements in *Dnmt3l* KO spermatogonia was similar to that observed in *Dnmt3l* KO spermatocytes (Fig. 1D) and higher than that in *Pld6* KO spermatogonia (Fig. 1E). These results suggest that in spermatogonia, the major mechanism for the regulation of LTR elements switches from the piRNA system to DNA methylation. Similarly, MMERVK10C was up-regulated 8-fold in *Dnmt3l* KO spermatogonia, which was higher than in *Pld6* KO spermatogonia. In contrast, L1 retrotransposons were only marginally up-regulated in *Dnmt3l* KO spermatogonia (4- to 14-fold for L1Md_A_5end, L1_Mm_orf2, L1Md_A_3end, and L1Md_Gf_5end). 

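The paper reasons from 2 comparisons. IAP rose in *Pld6* KO spermatogonia, where piRNAs are not made, but rose further in *Dnmt3l* KO spermatogonia, where *de novo* DNA methylation is impaired. From the larger increase in the *Dnmt3l* mutant, together with its comparison with spermatocytes in Fig. 1D, the paper proposes that DNA methylation takes over from the piRNA system in the control of LTR elements. The mutants do not separate the 2 systems fully, since the paper also describes methylation loss at MMERGLN in *Pld6* KO. For IAPLTR1_Mm it describes mild methylation loss in *Dnmt3l* KO, severe at some loci, and loss at few copies in *Pld6* KO. On the scale of summed RPM, the log2 difference between KO and wild type in IAP was 5.21 in the *Dnmt3l* line (n = 3 and 2).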

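MMERVK10C was at 1317 ± 102 RPM (SD, n = 3) in *Dnmt3l* KO and at 170 ± 15.4 RPM (SD, n = 2) in wild-type spermatogonia, a fold change of 7.69. The log2 fold change was 2.94 (standard error 0.28, adjusted p = 3.6e-08 from limma). It exceeded that in *Pld6* KO by 1.31 (standard error 0.36, adjusted p = 0.0216 from limma), and the adjusted p was 0.0571 without *Dnmt3l* KO replicate 3 and 0.0532 without *Pld6* wild-type replicate 3. It ranged from 8.1e-04 to 0.0414 over the 13 other settings and from 0.0051 to 0.0571 over the 12 fits that each left out a library. RLTR10C had a log2 fold change of 1.94 in *Dnmt3l* KO (standard error 0.18), and its difference between the mutants was 0.75 (standard error 0.23, adjusted p = 0.0400 from limma), past the threshold in 9 of 13 other settings and in 4 of the 12 fits that left out a library.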

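L1Md_A_5end was at 135 ± 23.4 RPM (SD, n = 3) in *Dnmt3l* KO and at 9.05 ± 0.658 RPM (SD, n = 2) in wild-type spermatogonia, a fold change of 13.6 and a log2 fold change of 3.75 (standard error 0.44, adjusted p = 7.2e-07 from limma). The fold change was 3.98 for L1_Mm_orf2, 3.59 for L1Md_A_3end and 3.59 for L1Md_Gf_5end. Their log2 fold changes were 1.98, 1.84 and 1.83, with adjusted p of 6.9e-06, 3.0e-08 and 6.0e-04 from limma. After rescaling by median ratios, all 4 stayed past the threshold, with log2 fold changes of 3.10, 1.32, 1.18 and 1.19.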

The degree of up-regulation was much lower than in *Dnmt3l* KO spermatocytes (39- to 127-fold) (Fig. 1D). Moreover, these L1s were less up-regulated in *Dnmt3l* KO spermatogonia than in *Pld6* KO spermatogonia (Fig. 1E), suggesting that the piRNA system effectively regulates the expression of L1 subfamilies in spermatogonia, even when the loss of DNA methylation at these L1s in *Pld6* KO spermatogonia [7] is taken into account.

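The L1 differences between the mutants, *Dnmt3l* KO minus *Pld6* KO in log2 fold change, were -1.71 for L1Md_A_3end (standard error 0.22, adjusted p = 3.0e-05 from limma) and -1.64 for L1_Mm_orf2 (standard error 0.35, adjusted p = 0.00340). The 5′ parts did not pass the threshold, with -1.21 for L1Md_A_5end (standard error 0.57, adjusted p = 0.174) and -0.82 for L1Md_Gf_5end (standard error 0.49, adjusted p = 0.315). The L1Md_A_5end difference passed with wild-type and heterozygous libraries pooled as controls (-1.66), with heterozygous libraries as controls (-2.11) and without *Pld6* KO replicate 4 (-1.47). *Pld6* heterozygous replicate 1, which listed the most subfamilies at 0, had 2.21 RPM of L1Md_A_5end against 11.7 and 4.97 RPM in the other heterozygous libraries. Without it, in fits added after the data were seen, the difference still passed with pooled (-1.37, adjusted p = 0.0113 from limma) and heterozygous controls (-1.63, adjusted p = 0.0216). Across the 114 tested subfamilies, which are not independent replicates, the log2 fold changes of the mutants were correlated (Pearson r = 0.849, Spearman rho = 0.655, permutation p = 1e-05 for each, the smallest p that 100000 permutations can give, also after adjustment over 3 relations). The mutants share no control libraries. Without MMERGLN-int and L1Md_A_5end, the 2 subfamilies farthest from the median in *Pld6* KO, r was 0.831. Within families, r was 0.880 for IAP (20 subfamilies), 0.959 for L1 (18) and 0.835 for MMERVK10 (9). It was weaker in the other families (r = 0.489, rho 0.267, 59 subfamilies). In SINE B1/B2 r was -0.0013, but 6 subfamilies are too few to tell whether a relation exists.

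**Figure D2:**
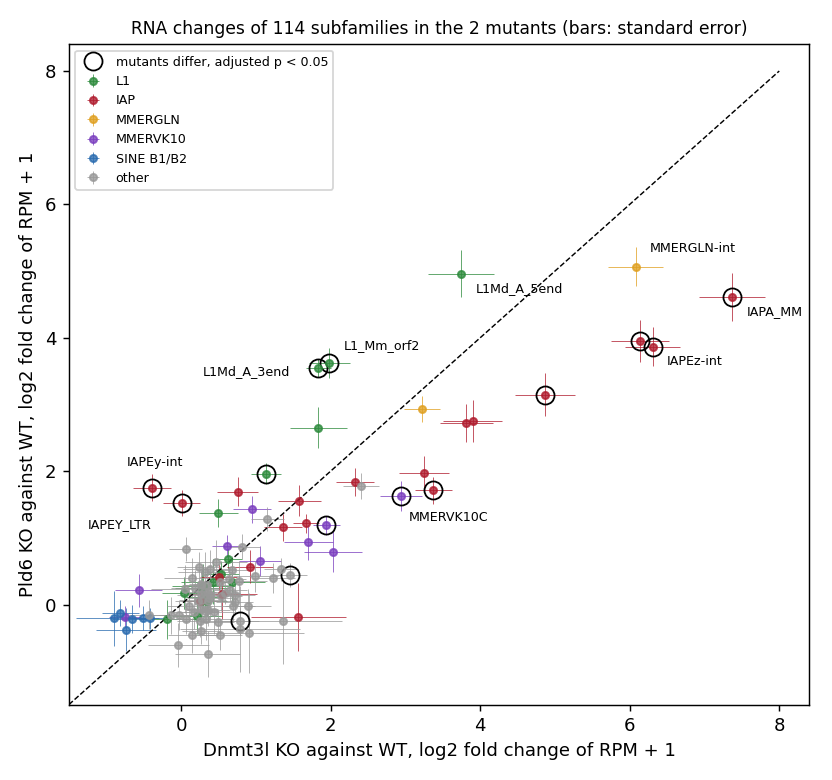
Log2 fold change of RPM + 1 in *Dnmt3l* KO (horizontal) and *Pld6* KO (vertical) spermatogonia for the 114 tested subfamilies, coloured by family, with bars for the standard error from limma and a dashed line of equality. Open circles mark the 14 subfamilies whose change differs between the mutants at an adjusted p under 0.05, among them IAPA_MM at 7.37 and 4.62.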

Compared with the up-regulation in mutant spermatocytes (Fig. 1F), the fold increases in IAP and MMERVK10C expression in *Pld6* KO were higher in spermatogonia, whereas those in *Dnmt3l* KO were lower in spermatogonia. In both *Pld6* and *Dnmt3l* KO mice, the expression of L1 subfamilies increased from spermatogonia to spermatocytes. Therefore, the dependence of retrotransposon repression on DNA methylation became more evident as development progressed.

### Reduction of DNA methylation at individual retrotransposon copies

We previously showed the global and selective loss of DNA methylation in retrotransposon families in mutants [7]. However, the read depths were too shallow for the locus-level analyses. Here, we conducted whole-genome BS-seq of *Pld6* KO spermatogonia with more read numbers and longer read lengths than those in previous reports. High-coverage DNA methylation data for *Dnmt3l* KO spermatogonia were obtained from a previous study [22]. This allowed us to conduct the analysis at the locus level.

Promoter methylation is important for transcriptional regulation; therefore, the DNA methylation status of the L1 promoter regions should be analyzed separately from other parts of the L1 sequences. To this end, we identified L1 promoter regions that consisted of variable numbers of tandemly repeated monomers (Supplementary Table S2).

Locus-level analysis of L1 promoter methylation revealed that, whereas methylation of most L1 copies was reduced in the *Dnmt3l* KO mutants, there were two major populations in the *Pld6* KO mutants (Fig. 2A, B): (i) highly methylated in both the wild type and *Pld6* KO mutants, and (ii) highly methylated in the wild type but hypomethylated in the *Pld6* KO mutants. The hypomethylated copies (*Pld6*-dependent copies) were mostly evolutionarily younger L1Md_A and L1Md_Gf subfamilies that showed low sequence divergence from their respective consensus sequences, whereas older copies were hypermethylated (Fig. 2C, *P*< 2.2 × 10^−16^ by U-test). Even among the L1Md_A and L1Md_Gf subfamilies, older copies were hypermethylated (Supplementary Fig. S4). It was recently reported that SPOCD1 and SPIN1 mark the promoter regions of young L1 subfamilies before PIWIL4 mediates piRNA-directed DNA methylation. The *Spocd1* mutation results in hypomethylation of young L1 subfamilies, but not of old subfamilies [23] similar to the *Pld6* KO mutation. These results suggest that the SPOCD1–SPIN1–piRNA system efficiently targets young L1 promoters for DNA methylation. In contrast, *Pld6* KO mutation did not severely decrease DNA methylation in copies of IAPLTR1_Mm (constituting the promoter of IAPEz-int) or RLTR10C (constituting the promoter of MMERVK10C-int) (Fig. 2D, F). We noted that, although few, some IAPLTR1 and RLTR10C copies were demethylated, suggesting locus-specific, piRNA-directed *de novo* DNA methylation of these retrotransposon copies, as observed previously [14, 24, 25]. In the *Dnmt3l* KO methylome, IAPLTR1_Mm was mildly demethylated compared with the wild-type methylomes, although some loci were severely demethylated (Fig. 2E). In contrast, RLTR10C was severely demethylated by the *Dnmt3l* KO mutation in general (Fig. 2G).

**Figure 2.**
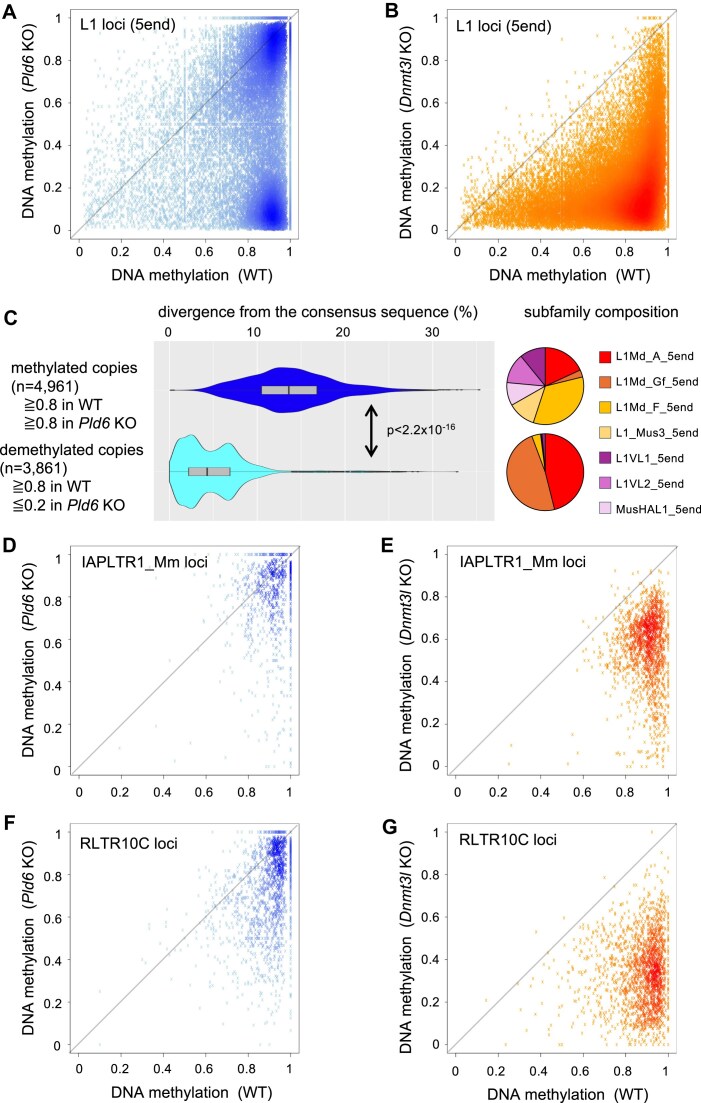
DNA methylation of retrotransposons in the mutants. (**A**) Plot showing DNA methylation levels at individual 5′ L1 sequences in wild-type (WT) and *Pld6* KO spermatogonia. (**B**) Plot showing DNA methylation levels at individual 5′ L1 sequences in wild-type and *Dnmt3l* KO spermatogonia. (**C**) Left: violin plots showing nucleotide divergence of *Pld6*-independent loci (blue) and *Pld6*-dependent loci (light blue). The *P*-value by U-test is shown. Right: pie charts showing the fraction of each subfamily included in *Pld6*-independent loci (top) and *Pld6*-dependent loci (bottom). (**D**) Plot showing DNA methylation levels at individual IAPLTR1_Mm sequences in wild-type and *Pld6* KO spermatogonia. (**E**) Plot showing DNA methylation levels at individual IAPLTR1_Mm sequences in wild-type and *Dnmt3l* KO spermatogonia. (**F**) Plot showing DNA methylation levels at individual RLTR10C sequences in wild-type and *Pld6* KO spermatogonia. (**G**) Plot showing DNA methylation levels at individual RLTR10C sequences in wild-type and *Dnmt3l* KO spermatogonia.

To elucidate the locus-dependent methylation loss in IAP LTRs, the loci were categorized into three groups, 5′ LTR, 3′ LTR, and solo LTR, by referring to our previous report [26]. This revealed that 5′ and 3′ LTRs were highly methylated in both wild-type and *Dnmt3l* KO spermatogonia (Fig. 3A, B), whereas solo LTRs were severely demethylated by the *Dnmt3l* KO mutation (Fig. 3C). The *Dnmt3l* dependency of DNA methylation was dictated by the local GC content in the genome [7]; therefore, we checked the GC contents of neighboring regions (50 kb upstream and downstream) and found no significant difference between full-length IAP-associated LTRs and solo LTRs (Fig. 3D). Since IAPs are known to be resistant to genome-wide DNA demethylation in PGCs [27, 28], we analyzed their DNA methylation status in E13.5 wild-type PGCs using published whole-genome BS-seq data [29]. The 5′ and 3′ LTR copies were highly methylated in PGCs, while solo LTRs were hypomethylated (Fig. 3E). In *Dnmt3l* KO spermatogonia, DNA methylation levels were almost the same as those in PGCs (Fig. 3E), suggesting little or no *de novo* methylation at the IAP loci. Therefore, variation in demethylation levels in PGCs explains the variable levels of DNA methylation in *Dnmt3l* KO spermatogonia. The internal IAP sequence (IAPEZ-int) may confer resistance to genome-wide demethylation in PGCs. Similar to human PGCs [30], it is conceivable that Krüppel-associated box zinc finger proteins (KRAB-ZFPs) bind to the internal IAP sequence and protect both the internal and LTR sequences from demethylation. KRAB-ZFPs are known to recruit SETDB1 [31], which leads to H3K9me3 deposition at the sites of their binding [9, 10], and in turn maintains DNA methylation, given that UHRF1, an essential cofactor for DNMT1 [32], binds to H3K9me3-marked regions [33].

**Figure 3.**
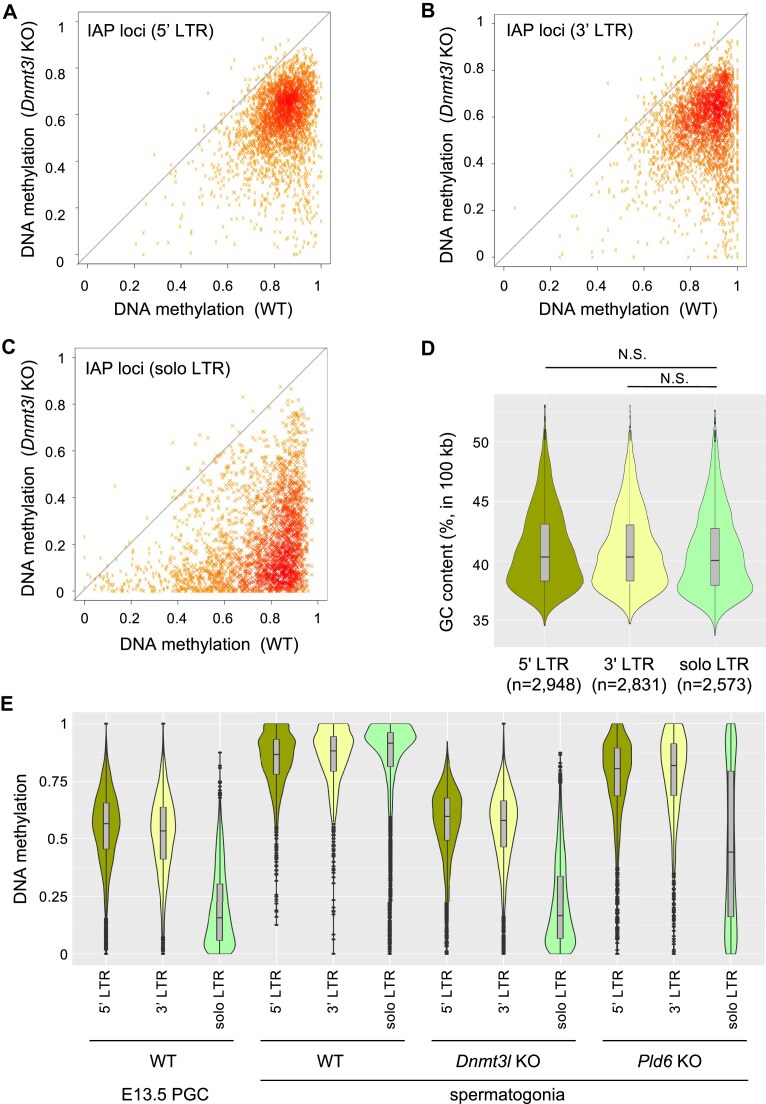
DNA methylation of IAP LTR sequences. (**A**–**C**) Plot showing DNA methylation levels at individual IAP LTR sequences in wild-type (WT) and *Dnmt3l* KO spermatogonia for the 5′ LTR (A), 3′ LTR (B), and solo LTR (C). (**D**) Violin plot showing genomic GC content in the neighboring regions of IAP LTR loci (50 kb upstream and 50 kb downstream). N.S., not significant by U-tests. (**E**) Violin plots showing DNA methylation levels of 5′, 3′, and solo LTRs of IAP in PGCs and spermatogonia.

### Loss of DNA methylation decreased H3K9me3 at evolutionarily young L1 subfamilies

H3K9me3 has been reported to be involved in retrotransposon regulation in PGCs and spermatocytes [9, 10]. Moreover, the failure in the piRNA pathway in prospermatogonia leads to a loss of H3K9me3 in the L1 promoter [5]. To examine whether H3K9me3 was compromised in the two mutants, ChIP-seq of H3K9me3 was performed using wild-type and mutant spermatogonia (Fig. 4; Supplementary Table S1). Analysis of the L1 sequences revealed that H3K9me3 was decreased in both mutants in the L1 promoter region but not in its body (Fig. 5A, B). As shown above, DNA methylation at L1 promoters is differentially affected depending on evolutionary age. Therefore, we separately analyzed the two L1 populations, *Pld6*-dependent and -independent loci for DNA methylation (Fig. 4A). In the wild type, both types of L1 loci were enriched with H3K9me3 at similar levels. *Pld6*-independent loci (DNA methylated in *Pld6* KO) did not show significant changes in H3K9me3, whereas *Pld6*-dependent loci showed a large decrease (>2-fold) in *Pld6* KO spermatogonia. These results are consistent with the idea that piRNAs guide H3K9me3 in young L1 promoters [5]. However, it is unclear whether this is a direct effect because piRNAs also direct DNA methylation. To address this, we analyzed H3K9me3 in *Dnmt3l* mutants in which *de novo* DNA methylation, but not the piRNA system, was disrupted. A marked reduction in H3K9me3 was observed at *Pld6*-dependent loci (Fig. 4A). As young L1s were marked with H3K9me3 at the PGC and later stages [9, 34] (Fig. 6A), it is likely that the H3K9me3 decrease was due to its loss rather than a failure in initial deposition. Collectively, these results suggest that DNA methylation is important for the maintenance of H3K9me3 in young L1 promoters during male germ cell development.

**Figure 4.**
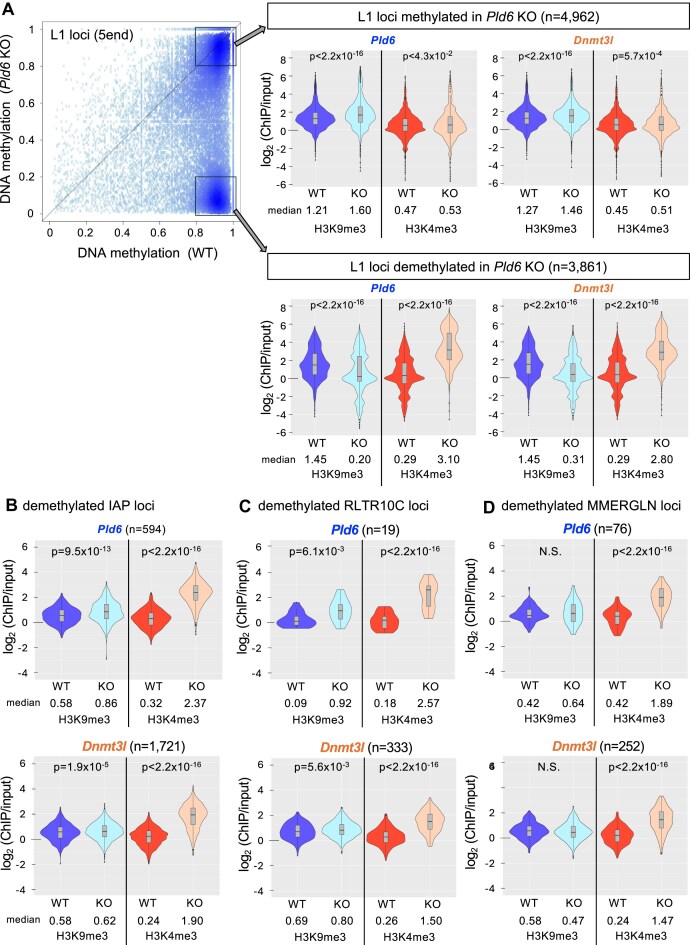
H3K9me3 and H3K4me3 at retrotransposon loci in the mutant spermatogonia. (**A**) Violin plots showing log_2_ ChIP enrichment of H3K9me3 and H3K4me3 at *Pld6*-independent loci (top) and *Pld6*-dependent loci (bottom) in *Pld6* and *Dnmt3l* KO spermatogonia. (**B**) Violin plots showing ChIP enrichment for H3K9me3 and H3K4me3 at IAP LTR loci demethylated in *Pld6* KO (top) and *Dnmt3l* KO spermatogonia (bottom). (**C**) Violin plots showing ChIP enrichment for H3K9me3 and H3K4me3 at the demethylated RLTR10C loci in *Pld6 KO* (top) and *Dnmt3l* KO spermatogonia (bottom). (**D**) Violin plots showing ChIP enrichment for H3K9me3 and H3K4me3 at the demethylated MMERGLN loci in *Pld6 KO* (top) and *Dnmt3l* KO spermatogonia (bottom). For all comparisons between the wild type (WT) and KO, *P*-values were calculated by U-tests (note: the lowest *P*-value is 2.2 × 10^−16^ when calculated by R).

**Figure 5.**
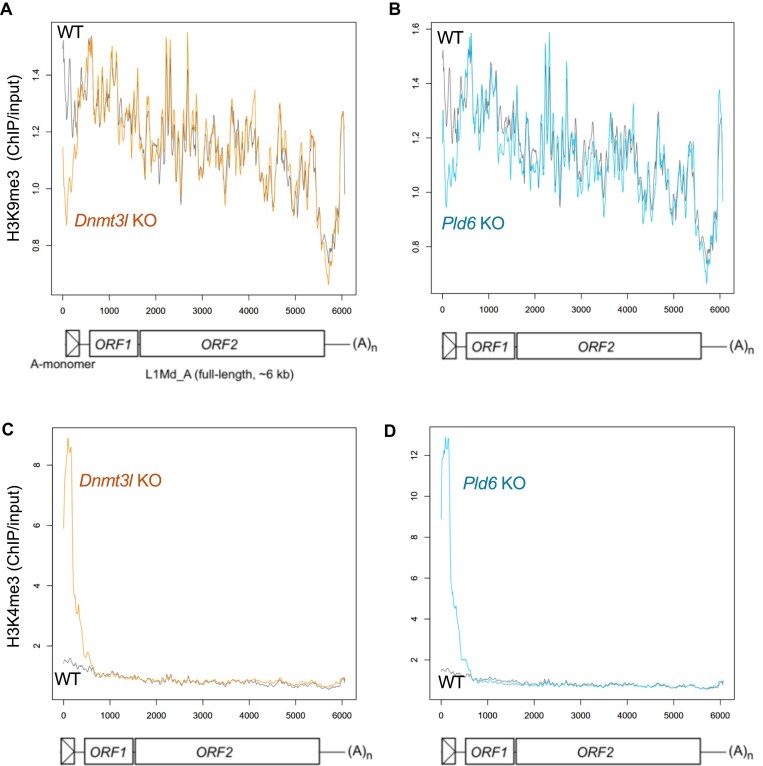
H3K9me3 and H3K4me3 levels in the L1 body (subfamily-level analysis). ChIP-seq reads were mapped onto the full-length consensus sequence of the L1Md_A family (with a single copy of A-monomer). Fold enrichments of ChIPseq reads relative to input reads (in 50 bp bins) were plotted along the L1 sequence for H3K9me3 in *Dnmt3l* KO (**A**), H3K9me3 in *Pld6* KO (**B**), H3K4me3 in *Dnmt3l* KO (**C**), and H3K4me3 in *Pld6* KO (**D**). Gray lines, wild type; orange lines, *Dnmt3l* KO; light blue lines, *Pld6* KO.

**Figure 6.**
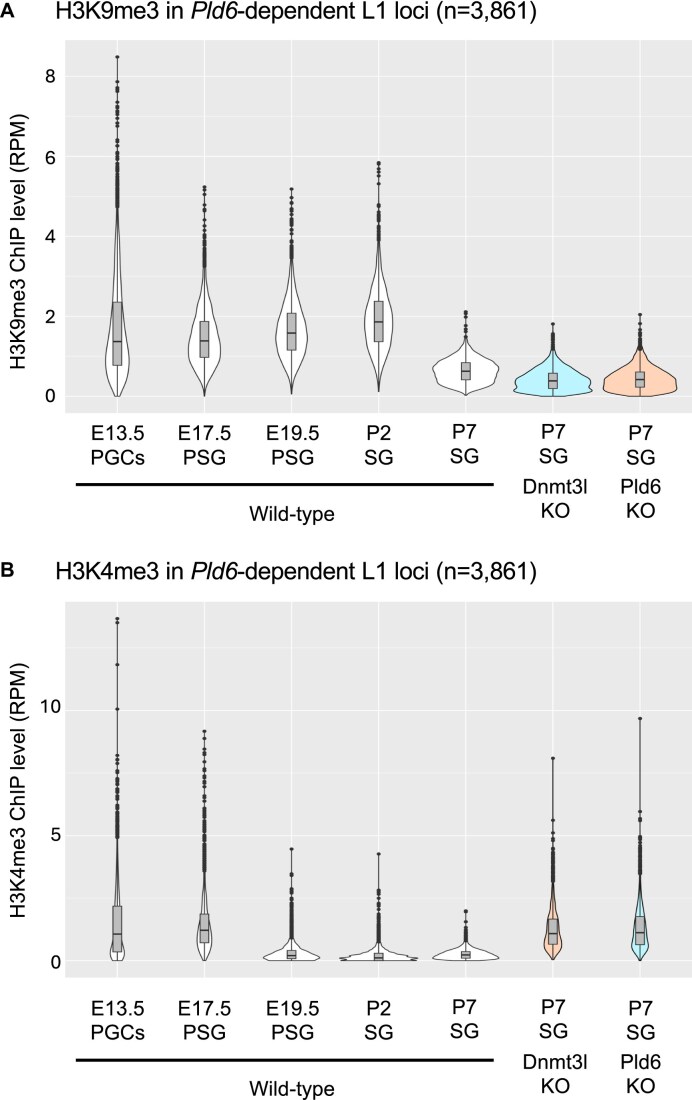
Histone methylation at *Pld6*-dependent L1 copies during development. (**A**) Dynamics of the H3K9me3 level at *Pld6*-dependent L1 copies. The ChIP-seq data for E13.5 to P2 were obtained from the Gene Expression Omnibus (GEO; GSE121118). The P7 data were generated in this study. The H3K9me3 level was kept high from E13.6 to P2. Note that different antibodies were used in the two experiments (E13.5-to-P2 versus P7), thus direct comparison is not applicable. PGCs, primordial germ cells; PSG, prospermatogonia; SG, spermatogonia. (**B**) Dynamics of the H3K4me3 level. The ChIP-seq data for E13.5 to P2 were obtained from the GEO (GSE121118). The P7 data were generated in this study. The H3K4me3 level was high at E13.5, then gradually declined as the cells developed.

In contrast, the LTRs of IAP (Fig. 4B), MMERVK10C (Fig. 4C), and MMERGLN (Fig. 4D), which showed decreased DNA methylation in *Pld6* or *Dnmt3l* KO spermatogonia did not show a decrease in H3K9me3. A possibility is that DNA methylation-insensitive KRAB-ZFPs bind to these retrotransposon loci and maintain the H3K9me3 levels. Collectively, the *de novo* DNA methylation-dependent maintenance of H3K9me3 is not a universal feature of young retrotransposons, but is rather particularly important for young L1 elements.

Regarding H3K9me3 at L1 promoters, it is conceivable that a methylation-dependent, sequence-specific DNA-binding protein(s) binds to L1 promoters and recruits H3K9 methyltransferases. For example, ZFP57, one of the KRAB-ZFPs, binds specifically to methylated DNA and serves as a scaffold for the repressive complex. However, ZFP57 does not bind to L1 sequences. Moreover, the removal of ZFP57 protein or genome-wide DNA methylation in mouse embryonic stem cells (ESCs) does not affect the H3K9me3 level at LTR elements including ZFP57-bound elements [35, 36]. To gain insights, we analyzed published ChIP-seq data for 65 KRAB-ZFPs in mouse ESCs [37], which revealed that four of them, Gm114412, Gm13152, Gm14419, and Zfp961, bind strongly or marginally to the 5′ region of *Pld6*-dependent loci, whereas their binding was very weak to *Pld6-*independent loci (Supplementary Fig. S5A). However, the H3K9me3 levels in the L1 loci were not reduced in the absence of DNA methylation [36] (Supplementary Fig. S5B), suggesting DNA methylation-independent maintenance of H3K9me3 in ESCs. It would be interesting to identify a protein that transfers the information of DNA methylation to the histone modification states at young L1 loci in germ cells.

Regarding the importance of DNA methylation versus H3K9me3, we compared the published results of *Setdb1* KO PGCs [9] and spermatocytes [10] with the results in this study (Fig. 7). In most cases, including IAPEz-int and L1Md_A_5end, higher up-regulation was seen in *Dnmt3l* KO spermatogonia than in*Setdb1* KO PGCs (Fig. 7A). When *Pld6* KO spermatogonia were compared with *Setdb1* KO PGCs (Fig. 7B), the retrotransposons showing loss of DNA methylation (L1Md_A_5end, L1Md_Gf_5end, and MMERGLN) were more up-regulated in *Pld6* KO spermatogonia, while IAPLTR1_Mm and MMERVK10C were more up-regulated in *Setdb1* KO PGCs. Comparison of PGCs and spermatocytes of *Setdb1* KO mutants revealed that transcriptional up-regulation of many retrotransposons was higher in PGCs than in spermatocytes (Fig. 7C), suggesting that the relative importance of H3K9me3 in retrotransposon repression is decreased in later developmental stages. These results indicate that during male germ cell development, DNA methylation plays a more important role than H3K9me3 in silencing of specific retrotransposons, including young L1 families.

**Figure 7.**
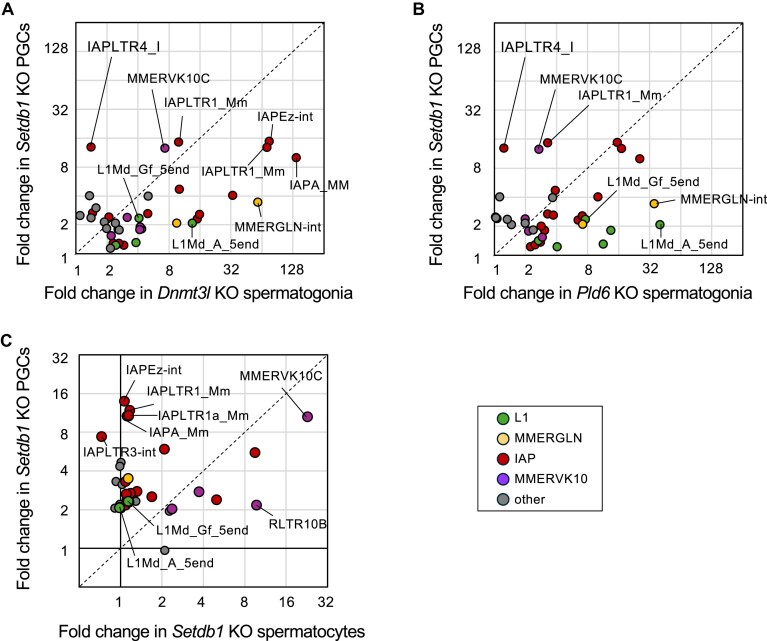
Comparison of effects of *Setdb1, Dnmt3l*, and *Pld6* KO mutations (subfamily-level analysis). (**A**) Plot of fold changes in retrotransposon expression in *Dnmt3l* KO and *Setdb1* KO mutants. (**B**) Plot of fold changes in retrotransposon expression in *Pld6* KO and *Setdb1* KO mutants. (**C**) Plot of fold changes in retrotransposon expression in *Setdb1* KO spermatocytes and PGCs. Retrotransposons are colored by their families. mRNA-seq data were obtained from the GEO (GSE60377 for *Setdb1* KO PGCs and GSE107671for *Setdb1* KO spermatocytes).

### Loss of DNA methylation increased H3K4me3 at retrotransposons

Next, we performed ChIP-seq for active H3K4me3 marks in wild-type and mutant spermatogonia (Fig. 4; Supplementary Table S1). Analysis of the L1 sequences revealed that H3K4me3 increased in both mutants in the promoter region (Fig. 5C, D). At *Pld6-*independent L1 loci, H3K4me3 was unchanged in *Pld6* KO mutants (Fig. 4A). The level of H3K4me3 was unchanged even in the *Dnmt3l* mutants, where DNA methylation was lost at these loci. At the *Pld6-*dependent L1 loci, H3K4me3 was increased by ∼10-fold in both mutants (*P*< 2.2 × 10^−16^ by U-tests), which is consistent with previous ChIP-qPCR results in the *Dnmt3l* mutants [22]. The H3K4me3 levels at these loci were high at E13.5, then became very low at E19.5 [34] (Fig. 6B), suggesting that DNA methylation is important for maintaining the low level of H3K4me3 at these loci in spermatogonia. Alternatively, the simultaneous occurrence of the H3K4me3 loss and the DNA methylation gain in these loci in prospermatogonia suggests that DNA methylation may direct H3K4 demethylation. In the latter case, the persistent H3K4me3 in these loci could result in a failure in H3K9me3 deposition, given that H3K4me3 inhibits the activity of H3K9 methyltransferases including SETDB1 [38].

At LTR retrotransposons, loci with decreased DNA methylation showed an increase in H3K4me3 in both mutants by ∼4-fold (Fig. 4B, C, and D for IAP, MMERVK10C, and MMERGLN, respectively), which is in stark contrast to the slight changes in H3K9me3. Again, it is suggested that DNA methylation of retrotransposon promoters counteracts H3K4me3. The increase in H3K4me3 in the mutants was probably related to the transcriptional up-regulation of these retrotransposons.

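Across the 96 tested subfamilies outside L1, the log2 fold change of RNA was set against the log2 ratio of the paper's own H3K4me3 values for spermatogonia in Supplementary Table S1. These values are per subfamily, over all its copies, while the paper's stated H3K4me3 increases refer to loci that lost DNA methylation. The H3K4me3 libraries themselves were not analysed here. Pearson r was 0.553 and Spearman rho 0.654 for *Pld6* KO, and 0.537 and 0.560 for *Dnmt3l* KO (permutation p = 1e-05 for each, the smallest p that 100000 permutations can give, also after adjustment over 3 relations). With L1 included, r was 0.389 and 0.458 over 114 subfamilies. Without the 2 subfamilies farthest from the median in H3K4me3 change, r was 0.498 and 0.458. For MMERGLN-int, the paper's H3K4me3 value rose from 0.97 in wild type to 4.08 in *Pld6* KO and 4.90 in *Dnmt3l* KO. For IAPEz-int it rose from 1.34 to 1.46 and 1.5. For L1Md_A_5end it was 0.88, 0.92 and 0.87, while the RNA of this subfamily rose by 4.96 and 3.75 (log2). The values per subfamily thus do not show the H3K4me3 increase that the paper reports at *Pld6*-dependent L1 loci. Subfamilies are not independent replicates.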

### The level of H3K9me3 in retrotransposons decreased in spermatocytes

To compare histone modifications between spermatogonia and spermatocytes, we performed ChIP-seq for H3K4me3 and H3K9me3 in the L/Z stages of spermatocytes purified by FACS. In the wild type, retrotransposons enriched with H3K9me3 in spermatogonia, such as L1Md_A_5end and IAPLTR1_Mm, showed reduced H3K9me3 levels in spermatocytes (Fig. 8A), and retrotransposons enriched with H3K4me3 in spermatogonia showed slightly increased H3K4me3 levels in spermatocytes (Fig. 8B). The reduced H3K9me3 levels would account for the increased retrotransposon expression in *Dnmt3l* KO and *Pld6* KO spermatocytes despite the fact that fold changes of H3K9me3 and H3K4me3 in the mutants were comparable between spermatogonia and spermatocytes (Fig. 8C–F). The fact that H3K9me3 is reduced from spermatogonia to spermatocytes is consistent with the idea that DNA methylation is a pivotal epigenetic modification for retrotransposon regulation in spermatocytes.

**Figure 8.**
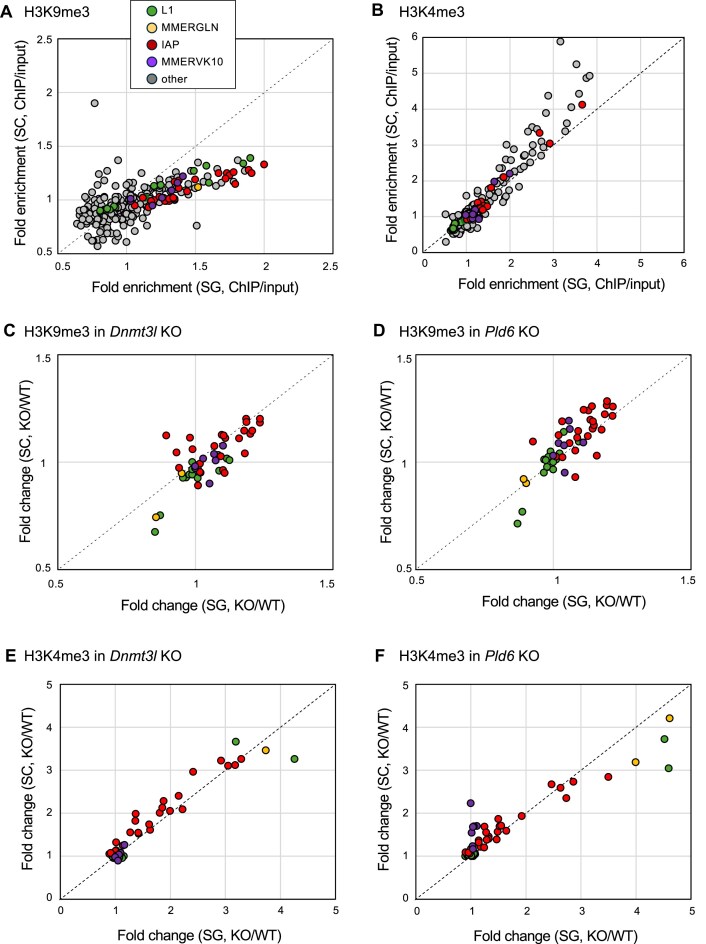
H3K9me3 and H3K4me3 levels in P7 spermatogonia and P21 spermatocytes (subfamily-level analysis). (**A**) Fold enrichments (ChIP/input) of H3K9me3 at retrotransposon families in spermatogonia (*x*-axis) and spermatocytes (*y*-axis). The dashed line indicates the *y* = *x* slope. Colors indicate retrotransposon families shown in the insert (SG, spermatogonia; SC, spermatocytes). (**B**) Fold enrichments (ChIP/input) of H3K4me3 at retrotransposon families in spermatogonia (*x*-axis) and spermatocytes (*y*-axis). The dashed line indicates the *y* = *x* slope. (**C**) Fold changes in H3K9me3 at retrotransposons (excluding “others”) in spermatogonia (*x*-axis) and spermatocytes (*y*-axis) in *Dnmt3l* KO. (**D**) Fold changes in H3K9me3 at retrotransposons (excluding “others”) in spermatogonia (*x*-axis) and spermatocytes (*y*-axis) in *Pld6* KO. (**E**) Fold changes in H3K4me3 at retrotransposons (excluding “others”) in spermatogonia (*x*-axis) and spermatocytes (*y*-axis) in *Dnmt3l* KO. (**F**) Fold changes in H3K4me3 at retrotransposons (excluding “others”) in spermatogonia (*x*-axis) and spermatocytes (*y*-axis) in *Pld6* KO.

## Conclusion

In this study, we investigated how piRNA deficiency and failure of *de novo* DNA methylation in mouse male germ cells affect RNA expression, DNA methylation, H3K9me3, and H3K4me3 at retrotransposon loci. These results reveal that DNA methylation is important for maintaining high H3K9me3 and low H3K4me3 levels in young L1 promoters to inhibit active L1 transcription. piRNAs induce *de novo* DNA methylation at young L1 loci, which in turn maintains the H3K9me3 level. Among LTR elements, H3K4me3 and its associated transcription increased when DNA methylation decreased, whereas H3K9me3 was not affected. Thus, it should also be noted that the H3K9me3 landscape in spermatogonia is largely determined by other factor(s), while H3K9me3 at young L1 loci is maintained in a DNA methylation-dependent manner. DNA methylation is also important for suppressing H3K4me3 in many retrotransposons in male germ cells.

An increasing number of studies have reported regulatory interactions between histone modifications and DNA methylation in mammalian systems. For example, in mouse prospermatogonia, methylation at H3K36 and demethylation at H3K4 direct *de novo* DNA methylation [11, 12, 39]. In mouse ESCs, H3K9me2/3 and H4K20me3 maintain DNA hypermethylation in retrotransposons [40–42]. However, loss of DNA methylation does not reduce H3K9me3 at retrotransposons [36, 42], although a limited number of unique regions including imprinting control regions show DNA methylation-dependent H3K9me3 through binding by ZFP57 [35]. Taken together, DNA methylation appears to act downstream of the regulatory pathways of epigenetic modifications at retrotransposons. However, the results of this study highlight that, in spermatogenic cells, DNA methylation is important for the regulation of histone modifications in a variety of retrotransposons, implying that DNA methylation is pivotal for retrotransposon silencing.

Histones H3.1, H3.2, and H3.3 are present in spermatogonia, whereas in spermatocytes, H3.1 and H3.2 are replaced by H3t, which reduces nucleosome stability [43, 44]. This histone variant exchange, specifically occurring at the spermatogonium–spermatocyte transition, may explain why DNA methylation is more important for the transcriptional silencing of retrotransposons in spermatocytes. In addition, the reduction of H3K9me3 in many retrotransposons in spermatocytes also seems linked to the change to DNA methylation-centered regulation. Moreover, the vast majority of histone nucleosomes are removed at the spermatid stage and eventually exchanged with protamine. Cells must repress retrotransposons during histone–protamine exchange, where DNA is the most reliable source of epigenetic modifications. The regulatory switch toward the DNA methylation-centered system may gradually occur in male germ cells in preparation for this future situation.

## Supplementary Material

gkaf1240_Supplemental_Files

## Data Availability

The BS-seq, mRNA-seq, and ChIP-seq data were deposited in the Gene Expression Omnibus under the accession numbers GSE296267, GSE296268, and GSE296269, respectively.

## References

[1] Kawase M, Ichiyanagi K. Mouse retrotransposons: sequence structure, evolutionary age, genomic distribution and function. Genes Genet Syst. 2024;98:337–51. 10.1266/ggs.23-00221.37989301

[2] Sasaki H, Matsui Y. Epigenetic events in mammalian germ-cell development: reprogramming and beyond. Nat Rev Genet. 2008;9:129–40. 10.1038/nrg2295.18197165

[3] Kawase M, Ichiyanagi K. The expression dynamics of piRNAs derived from male germline piRNA clusters and retrotransposons. Front Cell Dev Biol. 2022;10:868746. 10.3389/fcell.2022.868746.35646920 PMC9130748

[4] Chuma S, Nakano T. piRNA and spermatogenesis in mice. Philos Trans R Soc B: Biol Sci. 2013;368:20110338. 10.1098/rstb.2011.0338.PMC353936423166399

[5] Pezic D, Manakov SA, Sachidanandam R et al. piRNA pathway targets active LINE1 elements to establish the repressive H3K9me3 mark in germ cells. Genes Dev. 2014;28:1410–28. 10.1101/gad.240895.114.24939875 PMC4083086

[6] Reuter M, Berninger P, Chuma S et al. Miwi catalysis is required for piRNA amplification-independent LINE1 transposon silencing. Nature. 2011;480:264–7. 10.1038/nature10672.22121019

[7] Inoue K, Ichiyanagi K, Fukuda K. et al. Switching of dominant retrotransposon silencing strategies from posttranscriptional to transcriptional mechanisms during male germ-cell development in mice. PLoS Genet. 2017;13:e1006926. 10.1371/journal.pgen.1006926.28749988 PMC5549759

[8] Bourc’his D, Bestor TH. Meiotic catastrophe and retrotransposon reactivation in male germ cells lacking Dnmt3L. Nature. 2004;431:96–9. 10.1038/nature02886.15318244

[9] Liu S, Brind’Amour J, Karimi MM et al. Setdb1 is required for germline development and silencing of H3K9me3-marked endogenous retroviruses in primordial germ cells. Genes Dev. 2014;28:2041–55. 10.1101/gad.244848.114.25228647 PMC4173156

[10] Hirota T, Blakeley P, Sangrithi MN et al. SETDB1 links the meiotic DNA damage response to sex chromosome silencing in mice. Dev Cell. 2018;47:645–59. 10.1016/j.devcel.2018.10.004.30393076 PMC6286383

[11] Singh P, Li AX, Tran DA et al. De novo DNA methylation in the male germ line occurs by default but is excluded at sites of H3K4 methylation. Cell Rep. 2013;4:205–19. 10.1016/j.celrep.2013.06.004.23810559 PMC3740941

[12] Nagamori I, Kobayashi H, Nishimura T et al. Relationship between PIWIL4-mediated H3K4me2 demethylation and piRNA-dependent DNA methylation. Cell Rep. 2018;25:350–6. 10.1016/j.celrep.2018.09.017.30304676

[13] Hata K, Okano M, Lei H et al. Dnmt3L cooperates with the Dnmt3 family of de novo DNA methyltransferases to establish maternal imprints in mice. Development. 2002;129:1983–93. 10.1242/dev.129.8.1983.11934864

[14] Watanabe T, Chuma S, Yamamoto Y et al. MITOPLD is a mitochondrial protein essential for nuage formation and piRNA biogenesis in the mouse germline. Dev Cell. 2011;20:364–75. 10.1016/j.devcel.2011.01.005.21397847 PMC3062204

[15] Anderson R Schaible K, Heasman J et al. Expression of the homophilic adhesion molecule, Ep-CAM, in the mammalian germ line. J Reprod Fertil. 1999;116:379–84.10615264 10.1530/jrf.0.1160379

[16] Ichiyanagi K, Li Y, Watanabe T et al. Locus- and domain-dependent control of DNA methylation at mouse B1 retrotransposons during male germ cell development. Genome Res. 2011;21:2058–66. 10.1101/gr.123679.111.22042642 PMC3227096

[17] Kim D, Paggi JM, Park C et al. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37:907–15. 10.1038/s41587-019-0201-4.31375807 PMC7605509

[18] Krueger F, Andrews SR. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics. 2011;27:1571–2. 10.1093/bioinformatics/btr167.21493656 PMC3102221

[19] Hirata M, Ichiyanagi T, Katoh H et al. Sequence divergence and retrotransposon insertion underlie interspecific epigenetic differences in primates. Mol Biol Evol. 2022;39::msac20810.1093/molbev/msac208.36219870 PMC9577543

[20] Bao W, Kojima KK, Kohany O. Repbase Update, a database of repetitive elements in eukaryotic genomes. Mobile DNA. 2015;6:11. 10.1186/s13100-015-0041-9.26045719 PMC4455052

[21] Storer J, Hubley R, Rosen J et al. The Dfam community resource of transposable element families, sequence models, and genome annotations. Mobile DNA. 2021;12:2. 10.1186/s13100-020-00230-y.33436076 PMC7805219

[22] Zamudio N, Barau J, Teissandier A et al. DNA methylation restrains transposons from adopting a chromatin signature permissive for meiotic recombination. Genes Dev. 2015;29:1256–70. 10.1101/gad.257840.114.26109049 PMC4495397

[23] Dias Mirandela M, Zoch A, Leismann J et al. Two-factor authentication underpins the precision of the piRNA pathway. Nature. 2024;634:979–85. 10.1038/s41586-024-07963-3.39294378 PMC11499256

[24] Kuramochi-Miyagawa S, Watanabe T, Gotoh K et al. DNA methylation of retrotransposon genes is regulated by Piwi family members MILI and MIWI2 in murine fetal testes. Genes Dev. 2008;22:908–17. 10.1101/gad.1640708.18381894 PMC2279202

[25] Molaro A, Falciatori I, Hodges E et al. Two waves of de novo methylation during mouse germ cell development. Genes Dev. 2014;28:1544–9. 10.1101/gad.244350.114.25030694 PMC4102761

[26] Shimosuga KI, Fukuda K, Sasaki H et al. Locus-specific hypomethylation of the mouse IAP retrotransposon is associated with transcription factor-binding sites. Mobile DNA. 2017;8:20. 10.1186/s13100-017-0105-0.29255492 PMC5729234

[27] Hajkova P, Erhardt S, Lane N et al. Epigenetic reprogramming in mouse primordial germ cells. Mech Dev. 2002;117:15–23. 10.1016/S0925-4773(02)00181-8.12204247

[28] Lane N, Dean W, Erhardt S et al. Resistance of IAPs to methylation reprogramming may provide a mechanism for epigenetic inheritance in the mouse. Genesis. 2003;35:88–93. 10.1002/gene.10168.12533790

[29] Kobayashi H, Sakurai T, Miura F et al. High-resolution DNA methylome analysis of primordial germ cells identifies gender-specific reprogramming in mice. Genome Res. 2013;23:616–27. 10.1101/gr.148023.112.23410886 PMC3613579

[30] Fukuda K, Makino Y, Kaneko S et al. Potential role of KRAB-ZFP binding and transcriptional states on DNA methylation of retroelements in human male germ cells. eLife. 2022;11:e76822. 10.7554/eLife.76822.35315771 PMC8967385

[31] Bruno M, Mahgoub M, Macfarlan TS. The arms race between KRAB-zinc finger proteins and endogenous retroelements and its impact on mammals. Annu Rev Genet. 2019;53:393–416. 10.1146/annurev-genet-112618-043717.31518518

[32] Sharif J, Muto M, Takebayashi S et al. The SRA protein Np95 mediates epigenetic inheritance by recruiting Dnmt1 to methylated DNA. Nature. 2007;450:908–12. 10.1038/nature06397.17994007

[33] Rottach A, Frauer C, Pichler G et al. The multi-domain protein Np95 connects DNA methylation and histone modification. Nucleic Acids Res. 2010;38:1796–804. 10.1093/nar/gkp1152.20026581 PMC2847221

[34] Yamanaka S, Nishihara H, Toh H et al. Broad heterochromatic domains open in gonocyte development prior to de novo DNA methylation. Dev Cell. 2019;51:21–34.e5. 10.1016/j.devcel.2019.07.023e25.31474564

[35] Shi H, Strogantsev R, Takahashi N et al. ZFP57 regulation of transposable elements and gene expression within and beyond imprinted domains. Epigenetics Chromatin. 2019;12:49. 10.1186/s13072-019-0295-4.31399135 PMC6688207

[36] Karimi MM, Goyal P, Maksakova IA et al. DNA methylation and SETDB1/H3K9me3 regulate predominantly distinct sets of genes, retroelements, and chimeric transcripts in mESCs. Cell Stem Cell. 2011;8:676–87. 10.1016/j.stem.2011.04.004.21624812 PMC3857791

[37] Wolf G, de Iaco A, Sun MA et al. KRAB-zinc finger protein gene expansion in response to active retrotransposons in the murine lineage. eLife. 2020;9::e5633710.7554/eLife.56337.32479262 PMC7289599

[38] Binda O, LeRoy G, Bua DJ et al. Trimethylation of histone H3 lysine 4 impairs methylation of histone H3 lysine 9: regulation of lysine methyltransferases by physical interaction with their substrates. Epigenetics. 2010;5:767–75. 10.4161/epi.5.8.13278.21124070 PMC3052887

[39] Shirane K, Miura F, Ito T et al. NSD1-deposited H3K36me2 directs de novo methylation in the mouse male germline and counteracts Polycomb-associated silencing. Nat Genet. 2020;52:1088–98. 10.1038/s41588-020-0689-z.32929285

[40] Ren W, Fan H, Grimm SA et al. DNMT1 reads heterochromatic H4K20me3 to reinforce LINE-1 DNA methylation. Nat Commun. 2021;12:2490. 10.1038/s41467-021-22665-4.33941775 PMC8093215

[41] Wang Q, Yu G, Ming X et al. Imprecise DNMT1 activity coupled with neighbor-guided correction enables robust yet flexible epigenetic inheritance. Nat Genet. 2020;52:828–39. 10.1038/s41588-020-0661-y.32690947

[42] Lehnertz B, Ueda Y, Derijck AA et al. Suv39h-mediated histone H3 lysine 9 methylation directs DNA methylation to major satellite repeats at pericentric heterochromatin. Curr Biol. 2003;13:1192–200. 10.1016/S0960-9822(03)00432-9.12867029

[43] Ueda J, Harada A, Urahama T et al. Testis-specific histone variant H3t gene is essential for entry into spermatogenesis. Cell Rep. 2017;18:593–600. 10.1016/j.celrep.2016.12.065.28099840

[44] Tachiwana H, Kagawa W, Osakabe A et al. Structural basis of instability of the nucleosome containing a testis-specific histone variant, human H3T. Proc Natl Acad Sci USA. 2010;107:10454–9. 10.1073/pnas.1003064107.20498094 PMC2890842

# Supplementary material for: DNA methylation dictates histone modifications in developing male germ cells in the mouse
**Source:** Nucleic Acids Res. 2025 Nov 20;53(21):gkaf1240. doi: 10.1093/nar/gkaf1240
**Supplement:** gkaf1240_Supplemental_Files

**A** FACS profile (spermatogonia)

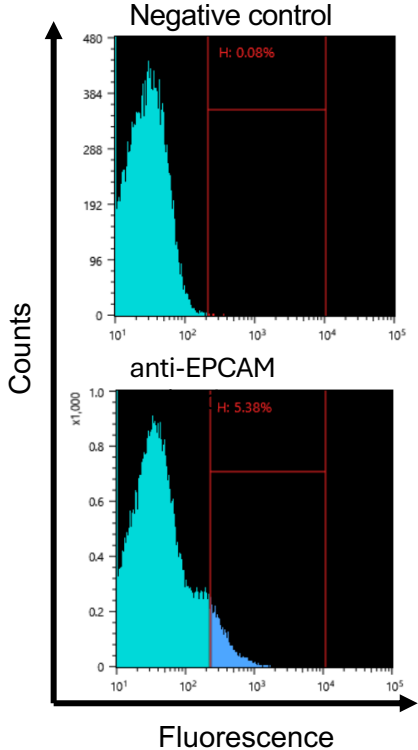

**B** DNA methylation analysis for the *Lit1* DMR

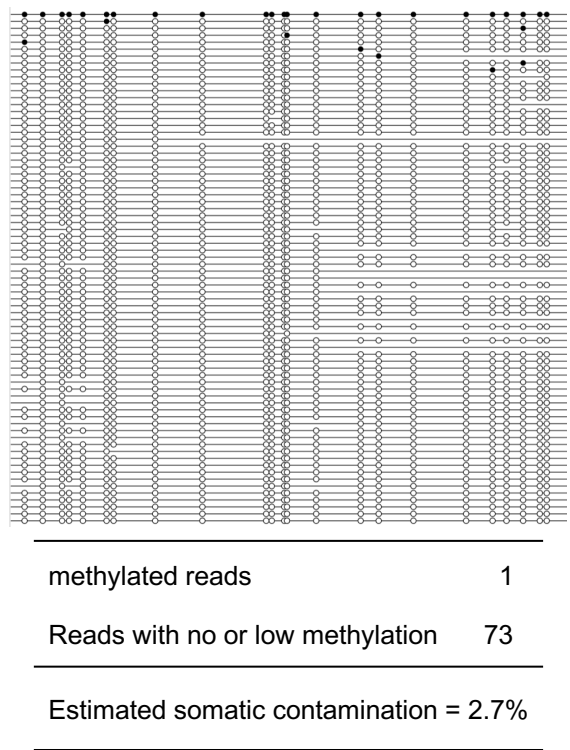

**C** FACS profile (spermatocytes)

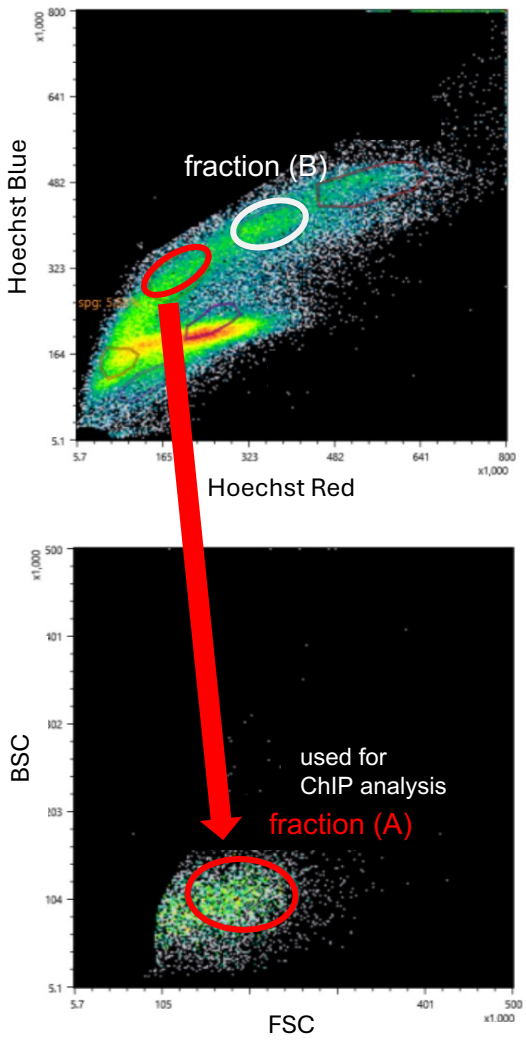

**D** Immunostaining (SYCP3 & γH2A.X)

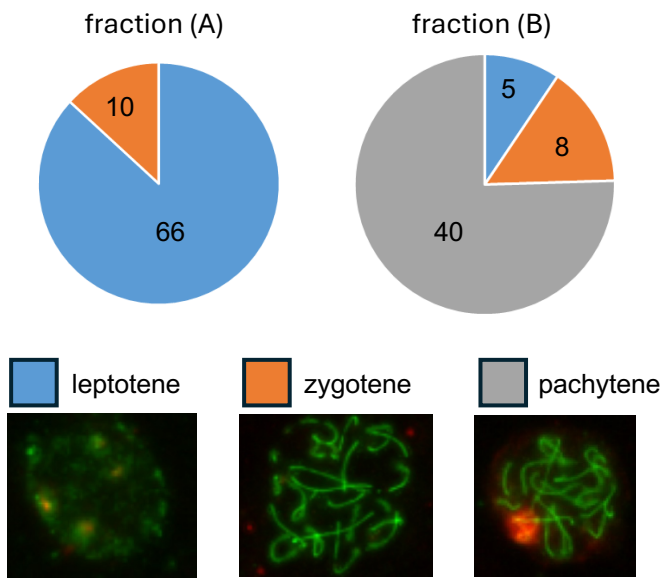

Legend is in the next page.

## Figure S1. FACS profiles and cell-purity confirmation

(A) FACS profile for sorting EpCAM-positive spermatogonia. (B) Bisulfite-PCR results for the Lit1 DMR. The DNA was prepared from purified cells and bisulfite analysis was conducted as described previously (ref.15). Each row represents a clone. Open circles, unmethylated CpGs. Close circles, methylated CpGs. (C) FACS profile for sorting L/Z spermatocytes. Fraction A was first gated based on Hoechst blue and red fluorescent intensities, then gated based on SSC and BSC, and used for ChIP-seq. Fraction B was analyzed as a control for pachytene-enriched fraction. (D) Statistics of respective meiotic stages in the sorted cell population. Typical Immunofluorescent images for leptotene, zygotene, and pachytene are shown below. Green, SYCP3. Red,  $\gamma$ H2A.X.

**A** PCA (All genes)

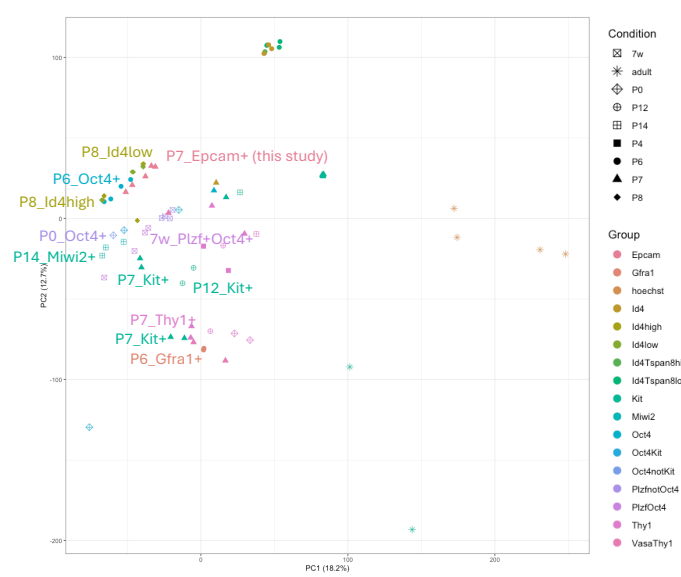

**B**

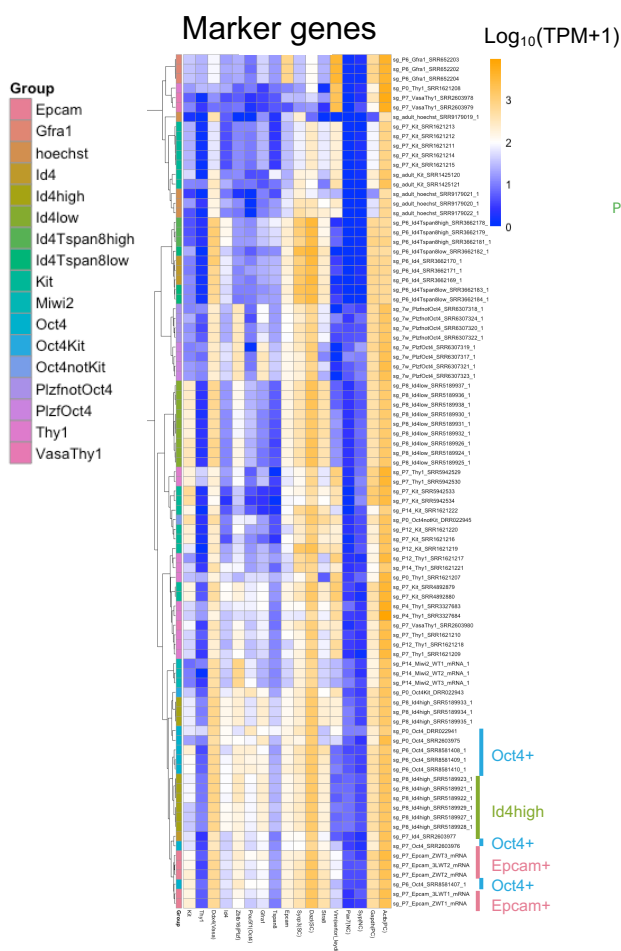

**C** PCA (maker genes)

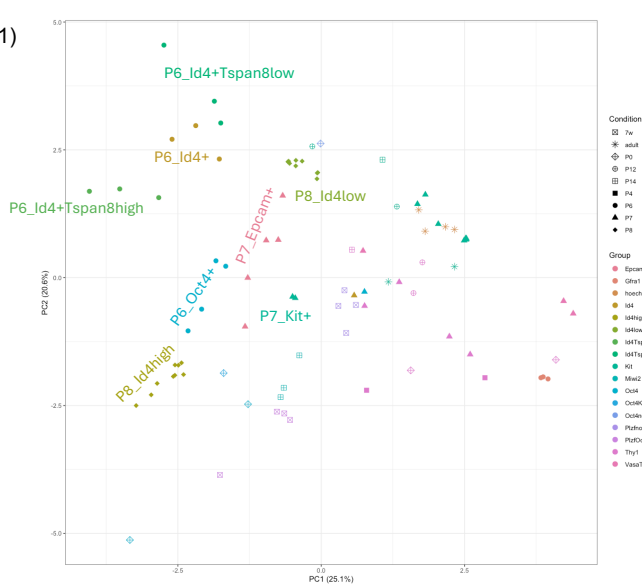

Legend is in the next page.

## Figure S2. Comparison of gene expression profiles

(A) Principal component analysis of overall gene expression of various spermatogonia (wild-type). The sequence data of published results were obtained from Short Read Archive (SRA).

SRR3662169-36621701 (sg\_P6\_Id4), SRR3662178-3667181 (sg\_P6\_Id4Tspan8high), SRR3662182-2184 (sg\_P6\_Id4Tspan8low), SRR2603977 (sg\_P7\_Id4), SRR5189921-5189923, SRR5189927-5189929 and SRR5189933-5189935 (sg\_P8\_Id4high), SRR5189924-5189926, SRR51899230-5189932 and SRR5189936-5189938 (sg\_P8\_Id4low), SRR652202-652205 (sg\_P6\_Gfra1), SRR6307321 and SRR6307323 (sg\_7w\_PlzfOct4), ), SRR6307322 and SRR6307324 (sg\_7w\_PlzfnotOct4), SRR2603975 and DRR022941 (sg\_P0\_Oct4), DRR022943 (sg\_P0\_Oct4Kit), DRR022945 (sg\_P0\_Oct4notKit), SRR8581407-8581409 (sg\_P6\_Oct4), SRR2603976 (sg\_P7\_Oct4), SRR2603978-2603980 (sg\_P7\_VasaThy1), SRR1621207 and SRR1621208 (sg\_P0\_Thy1), SRR3327683 and SRR3327684 (sg\_P4\_Thy1), SRR1621209, SRR1621210, SRR5942529 and SRR5942530 (sg\_P7\_Thy1), SRR1621217 and SRR1621218 (sg\_P12\_Thy1), SRR1621211-1621216 and SRR4892879-4892880 (sg\_P7\_Kit), SRR1621219 and SRR1621220 (Sg\_P12\_Kit), SRR1621222 (Sg\_P14\_Kit).

The mRNA-seq data were mapped on to the mouse genome, and TPM values were calculated by stringtie. The PCA plot was created using Z-scaled TPM values of all genes.

(B) Heatmap representation of expression levels of marker genes in various spermatogonia.

(C) Principal component analysis using only marker genes (Kit, Thy1, Ddx4, Id4, Zbtb16, Pou5f1/Oct4, Gfra1, Tspan8, Epcam, Sycp3, DazL, Stra8, Vim, Pax7, Syp, Gapdh, and Actb) with Z scaling.

**A** *Pld6*

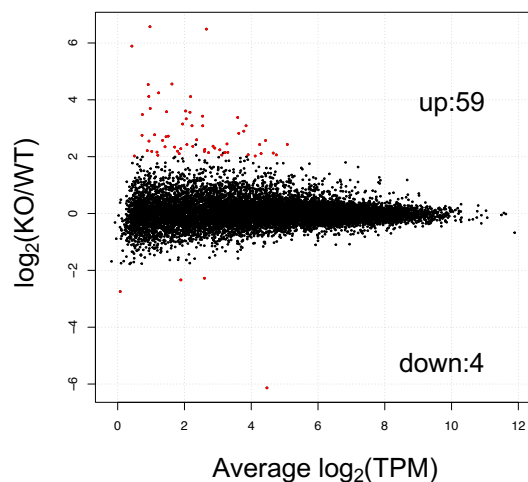

**B** *Dnmt3l*

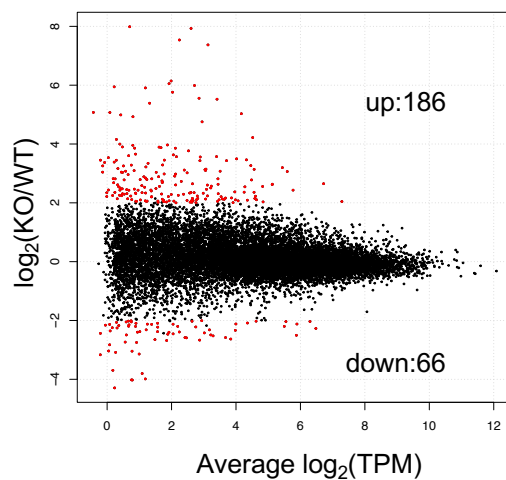

**C**

### Upregulated genes in *Pld6* KO

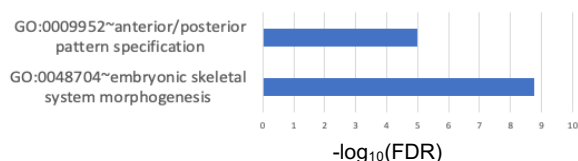

### Downregulated genes in *Pld6* KO

N.D.

**D**

### Upregulated genes in *Dnmt3l* KO

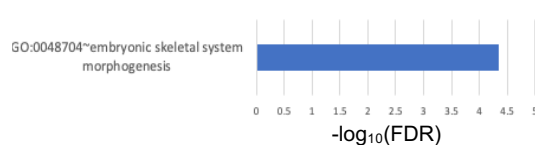

### Downregulated genes in *Dnmt3l* KO

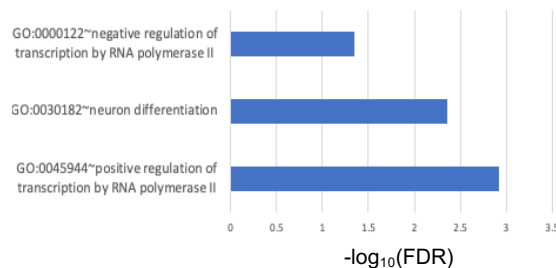

# E

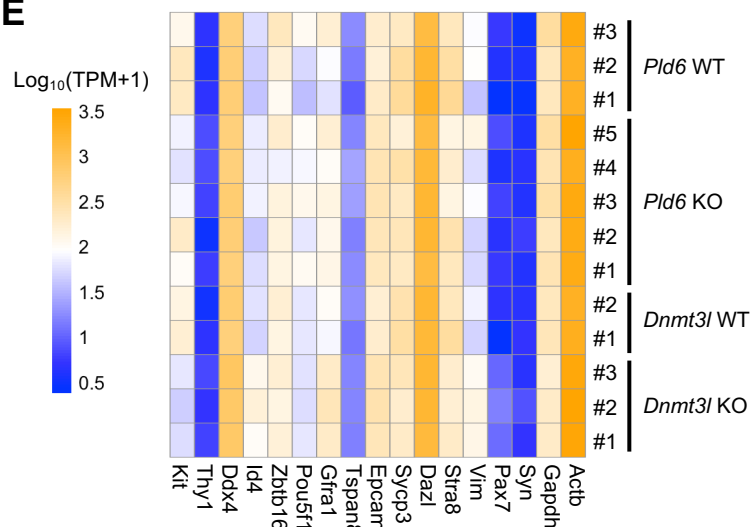

### Figure S3. Gene expression changes in the KO mutants

(A) MA plot for gene expression between WT and *Pld6* KO spermatogonia. Significantly changed genes (>4 fold,  $q < 0.05$ ) were highlighted in red. (B) MA plot for gene expression between WT and *Dnmt3l* KO spermatogonia. Significantly changed genes (>4 fold,  $q < 0.05$ ) were highlighted in red. (C) Gene ontologies enriched in upregulated and downregulated genes in *Pld6* KO spermatogonia. N.D., none was detected. (D) Gene ontologies enriched in upregulated and downregulated genes in *Dnmt3l* KO spermatogonia. (E) Heatmap representation of expression levels of marker genes in wild-type and mutant spermatogonia.

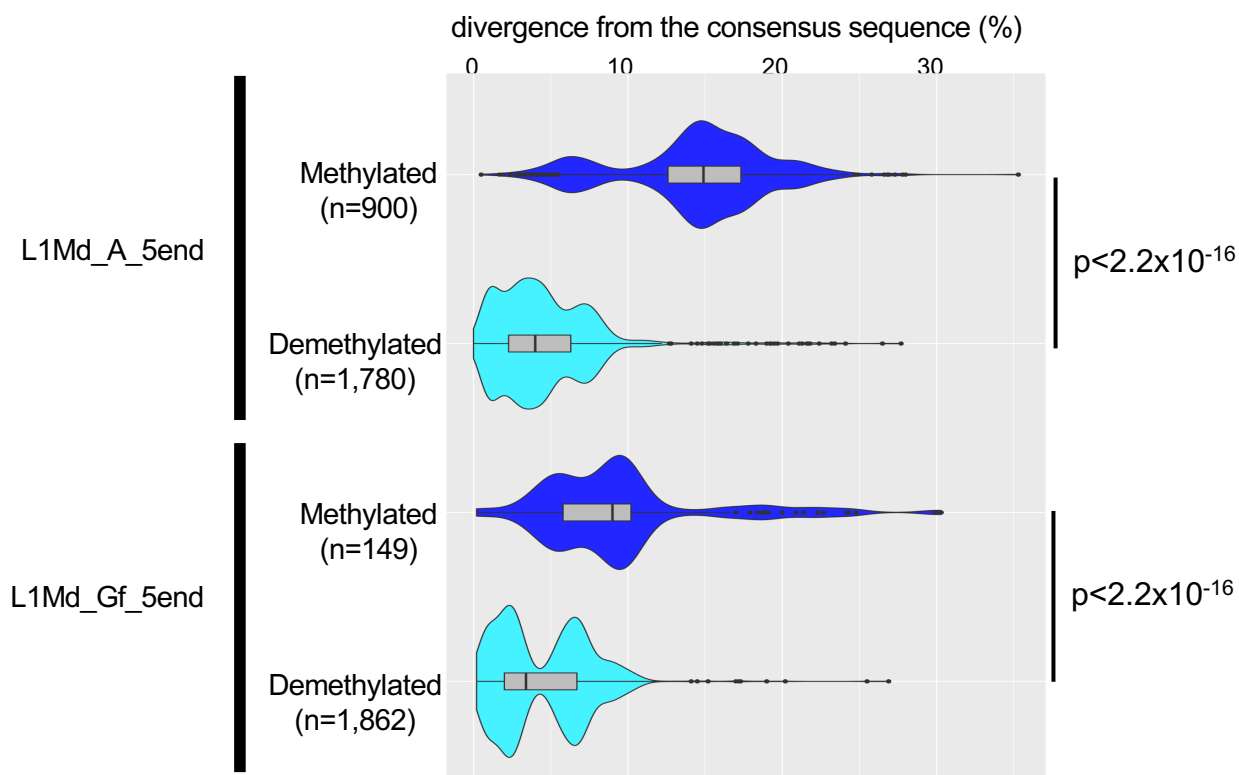

**Figure S4. Nucleotide divergence of *Pld6*-independent and –dependent L1 copies**

Violin plots for nucleotide divergence of the L1 subfamilies categorized by DNA methylation levels in *Pld6* KO spermatogonia. Methylated,  $\geq 0.8$  in WT and  $\geq 0.8$  in *Pld6* KO; demethylated,  $\geq 0.8$  in WT and  $\leq 0.2$  in *Pld6* KO. p-values (by U test) are indicated on the right.

**A**

## KRAB Zinc-finger proteins

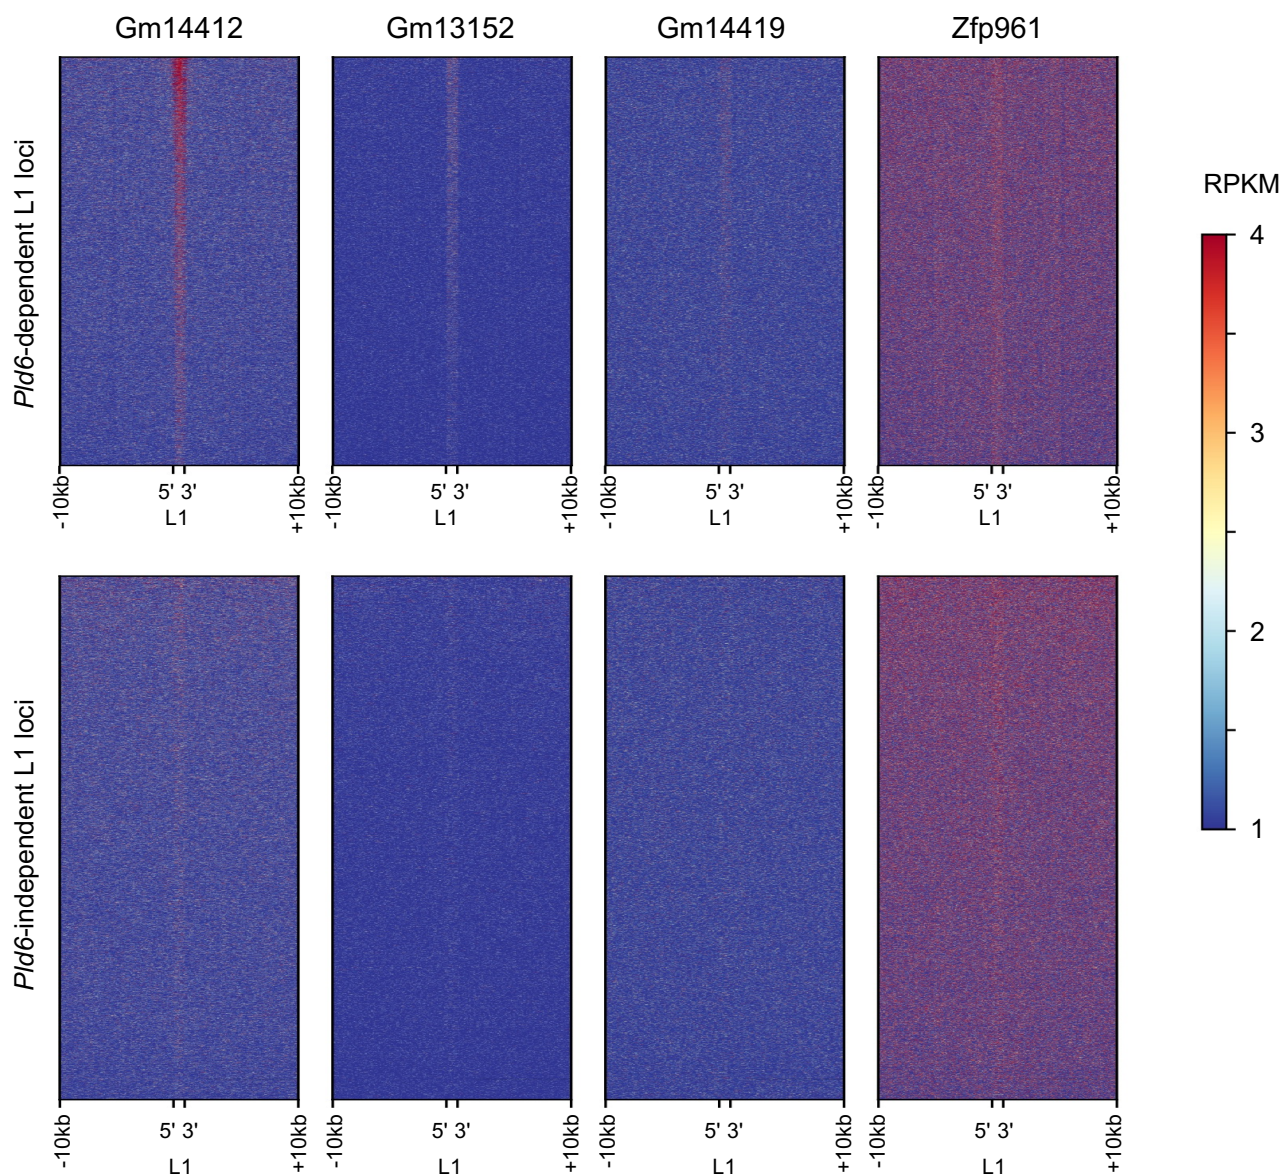**B**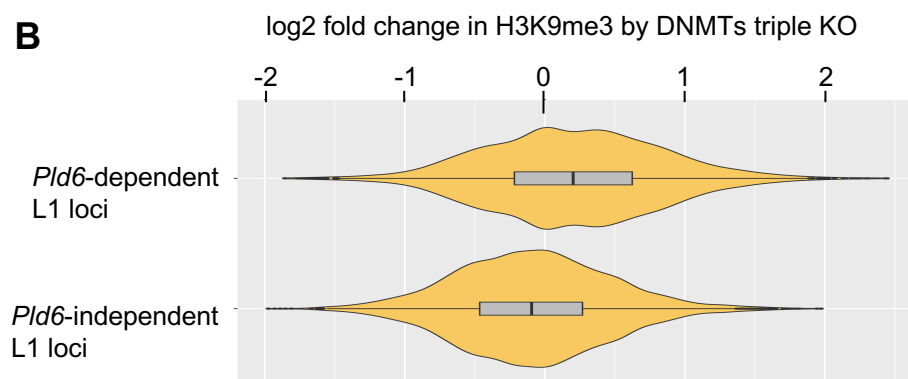**Figure S5. Binding of KRAB-ZFPs and changes of H3K9me3 at L1 loci in mouse ESCs**

(A) Heatmap representation of ChIP-seq data of the four KRAB-ZFPs around the 5' L1 regions of which DNA methylation are *Pld6*-dependent (top) and *Pld6*-independent (bottom). Bigwig files were downloaded from GEO (GSE115291), and heatmaps were generated using DeepTools. (B) Violin plots for fold changes in H3K9me3 in *Dnmt1/Dnmt3a/Dnmt3b* triple KO ESCs. ChIP-seq data were downloaded from GEO (GSE29413).

How the deposited data were processed for this re-analysis (not part of the article)

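The samples are 19 mRNA-seq libraries of FACS-purified EpCAM-positive mouse spermatogonia at postnatal day 7, from *Dnmt3l* wild-type (2), heterozygous (3) and KO (3) mice and *Pld6* wild-type (3), heterozygous (3) and KO (5) mice. Groups were taken from the sample labels and the header of Supplementary Table S1. The methods text gives 3 wild-type and 2 heterozygous *Dnmt3l* mice.

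The authors made directional poly(A) libraries, sequenced them as single-end reads of 50 bp, mapped the reads onto retrotransposon consensus sequences with hisat2 and deposited RPM, mapped reads normalized to the mapped total, for 259 subfamilies per library. The hisat2 settings, the treatment of reads that fit several consensus sequences and the reads counted in that total are not stated in the text. Group means of the deposited RPM lay within 0.05 of the values in Supplementary Table S1, which lists 261 subfamilies, for all 259 shared subfamilies. Read depth is unknown and no counting interval is given. Low RPM values fell on a common step for 64.0% to 92.2% of a library's low values, so whole reads were not recovered and no count model was used. A subfamily listed at 0 may have been missed.

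From the deposited RPM, log2(RPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) over all 19 libraries with 6 groups and no covariates. The 114 subfamilies with an RPM of at least 1 in at least 2 libraries were tested, p-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was 0.05. The comparisons were KO against wild type and heterozygous against wild type in each line, the difference between the mutants, and the wild types of the 2 lines. Fold changes followed the legend of Fig. 1, (mean RPM in KO + 1)/(mean RPM in wild type + 1). Summed RPM by family was compared by two-sided exact permutation tests, which cannot give a p below 0.0357 for 5 mice against 3 or below 0.2 for 3 against 2. Relations across subfamilies used Pearson's r and Spearman's rho with 100000 permutations. Families were IAP (25 subfamilies), L1 (19), MMERVK10 (10), MMERGLN (2), SINE B1/B2 (6) and others (197). Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

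A rule set before the data were examined fixed the subfamilies to be named. They are every subfamily named in the text or labelled in Fig. 1A, Fig. 1C or Fig. 7A and B, the 5 largest increases and 5 largest decreases in each KO among those past the threshold with every KO library beyond every wild-type library, and the 5 largest positive and 5 largest negative differences between the mutants past the threshold. IAPLTR4_I, which is among them, did not reach the RPM minimum and was not tested. It was at 0.296 ± 0.204 RPM in *Pld6* KO (SD, n = 5). Some subfamilies outside the rule are named as well. IAP1-MM_LTR, RLTR13A3, MuRRS4-int, ERVB4_1B-I_MM and RLTR50B were picked after their values were seen, and MERVL and MT2_Mm serve only in a ratio.

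The model was tested on simulated data with the group sizes and the fitted spread of these libraries, and with independent noise. Alternatives covered the pseudocount (0.1 and 0.5), the filter on low values (none, or a mean RPM of at least 5, which keeps 62 subfamilies), rescaling by median ratios over 33 subfamilies, the libraries in the fit, heterozygous or pooled controls, the limma settings, the replicate number as a block and each library of the groups compared left out in turn. For comparisons of KO with wild type, *Pld6* heterozygous replicate 1 was the only library of another group left out. The gene-level, bisulfite and ChIP-seq data, the spermatocyte data and the *Setdb1* data were not analysed here.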

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

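All tests of explanations in this part were chosen after the results were seen. The tests of the difference between the mutants were set before.

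In *Pld6* KO replicate 5, IAPEz-int was at 448 RPM against 1272 to 1523 RPM in the other 4 KO libraries, a gap of 0.767 of the group's range, and the summed IAP RPM was 813 against 1824 to 2009, a gap of 0.845. The limit for 5 libraries is 0.71. Not every IAP subfamily was low in replicate 5. Of the 20 tested, 12 deviated downwards from the other KO libraries and 8 upwards, with a median log2 deviation of -0.10. Of the 15 past the threshold in *Pld6* KO, 12 deviated downwards and 3 upwards (median -0.57). In replicate 4, IAP1-MM_LTR was the highest, at 13.2 RPM against 6.59 to 7.70 RPM, a gap of 0.833. This subfamily lies outside the rule for named subfamilies and was picked after its values were seen. These are 3 of 121 groups examined, and chance passes the limit in about 1 of 20 groups, so the number of such gaps is below what chance gives. For replicate 5, a lower scale of the whole library is argued against by the 94 tested subfamilies outside IAP, whose median log2 deviation from the other KO libraries was 0.27, with 76 of 94 above 0. Cells without the mutation or a wrong genotype label are argued against by the 20 subfamilies outside IAP that rise in *Pld6* KO, whose median deviation was 0.20, with 15 of 20 above 0. A shift of coverage towards the 3′ end is argued against by the LTR IAPLTR1_Mm, which deviated by -1.73, further than IAPEz-int at -1.64. For replicate 4, a higher scale of the library is argued against by the other 113 tested subfamilies, with a median deviation of -0.075. A shift of coverage towards the 3′ end was not tested for replicate 4 and stays open. Its ratios of L1Md_A_5end to L1Md_A_3end (0.474), MERVL to MT2_Mm (2.18) and MMERGLN-int to MMERGLN_LTR (6.73) were the lowest among *Pld6* KO libraries. Differences between the mice, in strain background or in IAP copies, were not tested and stay open.

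The change against wild type differed between the mutants in 14 subfamilies at an adjusted p under 0.05 in limma's test of the difference. It was more positive in *Dnmt3l* KO for IAPA_MM (2.75), IAPEz-int (2.44), IAPLTR1_Mm (2.19), IAPLTR2b (1.73), IAPLTR1a_Mm (1.66), MMERVK10C (1.31), RLTR13A3 (1.04), MuRRS4-int (1.01) and RLTR10C (0.75). It was more positive in *Pld6* KO for IAPEy-int (-2.14), L1Md_A_3end (-1.71), L1_Mm_orf2 (-1.64), IAPEY_LTR (-1.51) and L1Md_T_3end (-0.83). RLTR13A3 and MuRRS4-int lie outside the rule for named subfamilies and are named because their values passed. Of the 14, 8 passed the threshold in every other fit with a test. L1Md_T_3end passed in 11 of 13 other settings and in 4 of 12 fits that left out a library, and RLTR10C in 9 of 13 and 4 of 12. IAPLTR2b passed in 9 of 13 and 6 of 12, MMERVK10C in 13 of 13 and 10 of 12, MuRRS4-int in 8 of 12 and 8 of 12, and RLTR13A3 in 5 of 12 and 4 of 12. Different starting levels in the 2 lines are argued against for IAP and MMERVK10 by the wild types, since 6 of the 7 subfamilies of these families with a positive difference were higher in *Dnmt3l* wild type (median 0.29 on the log2 scale, from -0.09 to 0.48), while a lower level would be needed. For the 3 L1 subfamilies with a negative difference, the wild types differed by a median of -0.022 (from -0.030 to 0.056), far less than the differences between the mutants. RLTR13A3 and MuRRS4-int were lower in *Dnmt3l* wild type (-0.37 and -0.14), so for these a part played by the starting level stays open. For IAPEz-int, the low value of *Pld6* KO replicate 5 is argued against as the only cause. Without that library the IAPEz-int difference was 2.11 in place of 2.44 and stayed past the threshold (adjusted p = 1.0e-05 in limma). This was the lowest adjusted p of the 12 fits that each left out a library, which reached 0.00772. Over the 13 other settings the adjusted p ranged from 5.7e-05 to 0.00928. The difference shrank, and its standard error fell from 0.47 to 0.24. Any effect of batch on the size of a KO change cannot be separated from the mutation, because the lines were not crossed with batches in the labels.

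IAPEy-int and IAPEY_LTR, which the paper does not discuss, rose in *Pld6* KO by 1.75 and 1.52 on the log2 scale (limma, adjusted p = 5.1e-07 and 2.6e-06) in every one of the 5 KO libraries. In *Dnmt3l* KO they did not pass the threshold. IAPEy-int and IAPEY_LTR were higher in *Dnmt3l* than in *Pld6* wild type, by 0.23 and 0.31 (log2), the direction that different starting levels would need. Their size argues against starting levels as the main cause, since the differences between the mutants were -2.14 and -1.51. A small part stays open. Reads shared with IAPEz-int are argued against by the log2 fold change of IAPEy-int in *Dnmt3l* KO, -0.39, where IAPEz-int rose most. After rescaling by median ratios this fall to -0.99 passed the threshold. A candidate explanation is that these elements depend on piRNAs more than on DNA methylation in spermatogonia. It was not tested, and an effect of line or batch stays open. The paper's H3K4me3 value of IAPEY_LTR, 1.86 in wild type, rose more in *Dnmt3l* KO (3.74) than in *Pld6* KO (2.92), unlike its RNA. For IAPEy-int the H3K4me3 value was 1.17 in wild type, 1.33 in *Dnmt3l* KO and 1.37 in *Pld6* KO.

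The paper names 15 of the 35 subfamilies higher in *Pld6* KO and leaves 20 unnamed, with L1Md_T_3end (1.96) the largest among them. In *Dnmt3l* KO, 29 higher subfamilies are unnamed, with IAPLTR1a_Mm (3.37) the largest, and both lower ones (2) are unnamed. The lower ones are B2_Mm2 (-0.81, adjusted p = 0.0130) and MMERVK10D3_I (-0.75, adjusted p = 0.00797, limma), each with 3 of 3 KO libraries below both wild-type libraries. The share of reads taken by rising retrotransposons is argued against, because the 9599 RPM that *Dnmt3l* KO libraries gained in all can lower the rest by at most -0.014 (log2). A shift in coverage along transcripts cannot be told apart from a change in RNA, since the log2 ratio of MERVL to MT2_Mm differed by -0.028 (two-sided exact permutation test, 3 libraries against 5, p = 0.893) and both of these elements can respond to the mutation. B2_Mm2 was also the single subfamily past the threshold between the wild types, where it differed by 1.06. It passed in 4 of 8 other settings and in 0 of the 3 fits that left out a *Pld6* wild-type library. The other SINE B1/B2 subfamilies were also higher in *Dnmt3l* wild type, by 0.63 to 1.42 (log2), with adjusted p from 0.116 to 0.240 in limma. The summed SINE B1/B2 RPM was 2588 and 1881 in *Dnmt3l* wild-type libraries, and from 616 to 1288 in those of *Pld6*. The level of the whole family may thus vary with the line or batch. Without *Dnmt3l* wild-type replicate 1 the log2 fold change of B2_Mm2 in *Dnmt3l* KO was -0.60, and without replicate 2 it was -1.02.

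Of the 56 splits of the 8 *Pld6* KO and wild-type libraries into 5 and 3, only the real one (1) gave as many as 35 subfamilies, and the largest other number was 10. For *Pld6* heterozygous against wild-type libraries, the real split gave 0 subfamilies. All 10 splits must then give at least as many, so this share tests nothing. With 10 splits the share could not have fallen under 0.1 in any case.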

How the results depend on the processing

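The 19 libraries gave the same direction for KO against wild type in each subfamily past the threshold that is named here, under all alternatives set before the data were examined and with each library of the groups compared left out. Of 1435 values of named subfamilies' log2 fold changes under other settings, 41 lost and 32 gained the threshold and 32 without a test moved. The difference between the mutants accounts for 34 of those lost and 28 of those gained. 10 differences that passed under neither setting changed sign.

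Rescaling by median ratios moved calls from higher to lower. In *Pld6* KO it gave 29 higher and 16 lower subfamilies against 35 and 0, and in *Dnmt3l* KO 27 higher and 9 lower against 44 and 2. In the difference between the mutants, 5 were more positive in *Dnmt3l* KO and 7 in *Pld6* KO against 9 and 5, so that the larger number changed sides. The cause lies in its construction, since the 33 subfamilies it uses are retrotransposons and the factors follow genotype. With this rescaling, chosen for the sums after the data were seen, the sum of other families in *Pld6* KO changed from 0.27 to -0.25 (log2). In *Dnmt3l* KO the log2 differences of summed RPM fell to 4.54 for IAP, 0.79 for L1, 5.32 for MMERGLN, 1.99 for MMERVK10, 0.034 for other families, -1.45 for SINE B1/B2 and 1.17 for all subfamilies.

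Lower subfamilies in *Pld6* KO numbered 1 with all subfamilies tested and 1 with heterozygous controls. In *Dnmt3l* KO they numbered 4 with a mean RPM of at least 5, 5 with only the groups compared, 7 with pooled controls and 6 with heterozygous controls, against 2. In the difference between the mutants, those more positive in *Dnmt3l* KO numbered 5 with a pseudocount of 0.1, 5 with 0.5 and 14 with pooled controls. Those more positive in *Pld6* KO numbered 8 with only the groups compared, 8 with pooled controls and 10 with heterozygous controls, against 5. Without *Pld6* heterozygous replicate 1, in fits added after the data were seen, pooled controls gave 2 lower subfamilies in *Pld6* KO, 67 higher and 7 lower in *Dnmt3l* KO, and 18 and 9 in the difference between the mutants. Heterozygous controls without it gave 37 higher and 1 lower in *Pld6* KO, 67 higher and 6 lower in *Dnmt3l* KO, and 14 and 7 in the difference. *Dnmt3l* heterozygous against wild type gave 1 subfamily with only the groups compared, against 0. The wild types differed in 0 subfamilies with all subfamilies tested, with rescaling, with only the groups compared and without the limma trend, against 1. With a pseudocount of 0.1, 43 subfamilies exceeded a fold of 2 in *Pld6* KO, against 28. The summed RPM of other families in *Pld6* KO rose by 0.35 with pooled controls (two-sided exact permutation test, p = 0.0303), against 0.27 (p = 0.143). The causes were not tested.

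The fits that each left out one library left out the KO and wild-type libraries of the comparison and *Pld6* heterozygous replicate 1. For comparisons with KO libraries or of the wild types, the other heterozygous libraries, which enter the shared spread estimate, were not left out. In these fits *Pld6* KO gave from 33 to 43 higher and from 0 to 1 lower subfamilies (1 without *Pld6* KO replicate 1), and *Dnmt3l* KO from 32 to 48 higher and 2 lower. The difference between the mutants gave from 4 to 15 more positive in *Dnmt3l* KO and from 4 to 7 more positive in *Pld6* KO, with 4 without *Dnmt3l* KO replicate 3. The highest counts, 43, 48 and 15, came without *Pld6* heterozygous replicate 1, a fit added after the data were seen. The wild types differed in 0 subfamilies in the 3 fits. Summed SINE B1/B2 in *Dnmt3l* KO ranged from -1.01 to -0.55, and all subfamilies from 1.69 to 1.98. Fits that left out a *Dnmt3l* wild-type library have 1 library in that group and give no count.

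The correlation of deviations between libraries of the same replicate number ranged from -0.30 to 0.46 in the *Pld6* line and from 0.043 to 0.55 in the *Dnmt3l* line, where all were positive. Pairing was taken as shown only where every such correlation was over 0.1, which held in neither line, and a weak pairing in *Dnmt3l* is not excluded. With the number as a block, 33 subfamilies were higher in *Pld6* KO, 45 higher and 2 lower in *Dnmt3l* KO, and 8 and 6 differed between the mutants. The filter of a mean RPM of at least 5 removes IAPLTR3-int and IAPEY_LTR, which have no value there. The unknown read depth limits subfamilies with low RPM, for which a value of 0 cannot be told from a low level.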

Differences from the paper's values

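Each fold change the paper states in its text for these libraries lies within a factor of 1.5 of the value computed here or within the spread of the KO libraries, so no value is listed as different. Some settings came closer to the paper's values. With wild-type and heterozygous libraries pooled as controls, the fold change of L1Md_A_5end in *Pld6* KO was 40.4 against the paper's 40, where 32.5 was computed with wild-type controls. For IAPA_MM, IAPEz-int, IAPLTR1_Mm and MMERGLN-int in *Dnmt3l* KO, pooled controls gave 58.5 to 137 against the paper's 60 to 140, where wild-type controls gave 69.9 to 165, and the lowest of them was 59.4 without *Dnmt3l* KO replicate 3. MMERGLN-int in *Pld6* KO was 37.2 with heterozygous controls, 36.9 without *Pld6* KO replicate 4 and 36.5 with a pseudocount of 0.5, against the paper's 37 and 33.8 with wild-type controls. L1Md_Gf_5end in *Pld6* KO was 7.12 without *Pld6* KO replicate 4, 7.25 without *Pld6* wild-type replicate 3 and 6.84 without a pseudocount, against the paper's 7 and 6.4 with all libraries. The lists of the 10 most up-regulated subfamilies in Fig. 1A and Fig. 1C hold 8 and 9 of the 10 largest fold changes computed here. Fig. 1A lists L1Md_A_5end first, while here MMERGLN-int ranked 1 and L1Md_A_5end 2. L1Md_A_5end ranked 1 with heterozygous libraries as controls or pooled with wild type. IAPLTR2a and IAPLTR3-int, listed in Fig. 1A, ranked 11 and 13, and without a pseudocount all 10 listed subfamilies were among the 10 largest. In Fig. 1C, MMERGLN_LTR ranked 11 here, and with a pseudocount of 0.1 or none all 10 listed subfamilies were among the 10 largest. The alternatives in this paragraph were set before the data were examined.

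The paper states that the increase of LTR elements was higher in *Dnmt3l* KO than in *Pld6* KO, with MMERGLN-int among them. The MMERGLN-int difference had that direction (1.01), but its adjusted p in limma was 0.174. It states that the named L1 parts rose less in *Dnmt3l* KO than in *Pld6* KO, and all 4 differences had that direction, while L1Md_A_5end (adjusted p = 0.174) and L1Md_Gf_5end (adjusted p = 0.315) did not pass the threshold. The L1Md_A_5end difference passed with pooled controls (-1.66), with heterozygous controls (-2.11) and without *Pld6* KO replicate 4 (-1.47), all set before the data were examined. With both kinds of controls it also passed without *Pld6* heterozygous replicate 1 (-1.37 and -1.63), in fits chosen after seeing the values. L1Md_Gf_5end and MMERGLN-int passed under no setting run.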

Other observations

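The tests in this part were chosen after the patterns were seen, except the test on the summed RPM of subfamilies with a mean of 0.3 to 3 RPM in *Pld6* heterozygous replicate 1.

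*Pld6* heterozygous replicate 1 listed 159 subfamilies at 0, against 60 to 90 in the other 18 libraries. Of 37 subfamilies with a mean of 1 to 3 RPM in the other *Pld6* wild-type and heterozygous libraries, 17 were at 0 in this library and 0 in each of the others. A filter on low values is argued against by the 13 values below 0.3 RPM that the library lists. Fewer reads are argued against by 11 listed values below 0.239 RPM, when 1 read would have to be worth 2.39 RPM to give these zeros by chance. Few distinct RNA molecules in the library cannot be told apart from other explanations. They would leave the summed RPM of low subfamilies unchanged apart from chance, whose size is unknown without the number of molecules. The 71 subfamilies with a mean of 0.3 to 3 RPM summed to 45.6 RPM, below the 68.4 to 104 RPM of the other *Pld6* wild-type and heterozygous libraries. The fall was steepest for a mean of 0.3 to 1 RPM, with 3.22 RPM against 13.8 to 22.4 RPM, and the sum for a mean of 3 to 10 RPM was also lower, with 97.8 RPM against 132 to 184 RPM. The sums of the lowest subfamilies did not fall, with 2.86 RPM against 1.90 to 3.52 RPM for a mean of up to 0.1 RPM and 5.33 RPM against 3.56 to 5.31 RPM for a mean of 0.1 to 0.3 RPM. Among these, RLTR50B, picked after its values were seen, was at 2.11 RPM against at most 0.2 RPM in the other heterozygous libraries. No biological explanation was tested. Without this library, 15 subfamilies rose more in *Dnmt3l* KO than in *Pld6* KO, against 9 with it.

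The ratio of L1Md_A_5end to L1Md_A_3end varied within genotypes, from 0.474 to 1.36 among *Pld6* KO libraries and from 0.0614 to 0.344 among *Pld6* heterozygous libraries. The hypothesis tested was that read coverage differs along transcripts between libraries, so that other ratios of internal to LTR sequence vary with it. As deviations from the group means over 19 libraries, the ratio of MERVL to MT2_Mm had r = 0.267 (Spearman rho 0.202, permutation p = 0.458 and 0.511, adjusted over 4 relations 0.458 and 0.511), and 0.328 without *Pld6* heterozygous replicate 1 and *Pld6* KO replicate 4, the libraries farthest from the median. The ratio of MMERGLN-int to MMERGLN_LTR had r = 0.703 (rho 0.486, permutation p = 0.0376 and 0.102, adjusted 0.0588 and 0.205) and 0.647 without those libraries, and summed B2 had r = -0.501 (rho -0.318, permutation p = 0.0441 and 0.260, adjusted 0.0588 and 0.347) and -0.215 without them, so the B2 relation rests on them. Within the lines, r was 0.388 in *Dnmt3l* (8 libraries) and 0.261 in *Pld6* (11 libraries) with the MERVL ratio, 0.487 and 0.745 with the MMERGLN ratio, and 0.236 and -0.551 with summed B2, which thus differed in sign. No relation passed after adjustment, so the hypothesis was not borne out, and uneven coverage cannot be told apart from differences in RNA.

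ERVB4_1B-I_MM, chosen after its values were seen, ranged from 19.8 to 80.8 RPM among *Dnmt3l* heterozygous libraries and from 8.94 to 44.5 RPM among *Pld6* KO libraries. Among *Pld6* wild-type libraries it ranged from 8.48 to 66.1 RPM. Its deviations from the group means had r = 0.549 with the L1Md_A 5′ to 3′ ratio (rho 0.607, permutation p = 0.0428 and 0.0255, adjusted 0.0588 and 0.102), 0.594 without the 2 farthest libraries, and 0.700 in the *Dnmt3l* and 0.546 in the *Pld6* line. Uneven coverage can thus not be excluded, and no biological explanation was tested.

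IAPA_MM rose with IAPEz-int in both mutants, and the RPM it gained per RPM gained by IAPEz-int was 1.04 times as large in *Dnmt3l* KO as in *Pld6* KO. A constant share is what reads shared between the consensus sequences would give, but transcripts that hold both sequences would give it as well, and the values do not separate the 2 explanations.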
